# Functional and Evolutionary Characterization of the *CONSTANS* Gene Family in Short-Day Photoperiodic Flowering in Soybean

**DOI:** 10.1371/journal.pone.0085754

**Published:** 2014-01-21

**Authors:** Faqiang Wu, Brian William Price, Waseem Haider, Gabriela Seufferheld, Randall Nelson, Yoshie Hanzawa

## Abstract

*CONSTANS* (*CO*) plays a central role in photoperiodic flowering control of plants. However, much remains unknown about the function of the *CO* gene family in soybean and the molecular mechanisms underlying short-day photoperiodic flowering of soybean. We identified 26 CO homologs (GmCOLs) in the soybean genome, many of them previously unreported. Phylogenic analysis classified GmCOLs into three clades conserved among flowering plants. Two homeologous pairs in Clade I, GmCOL1a/GmCOL1b and GmCOL2a/GmCOL2b, showed the highest sequence similarity to Arabidopsis CO. The mRNA abundance of *GmCOL1a* and *GmCOL1b* exhibited a strong diurnal rhythm under flowering-inductive short days and peaked at dawn, which coincided with the rise of *GmFT5a* expression. In contrast, the mRNA abundance of *GmCOL2a* and *GmCOL2b* was extremely low. Our transgenic study demonstrated that *GmCOL1a*, *GmCOL1b*, *GmCOL2a* and *GmCOL2b* fully complemented the late flowering effect of the *co-1* mutant in Arabidopsis. Together, these results indicate that GmCOL1a and GmCOL1b are potential inducers of flowering in soybean. Our data also indicate rapid regulatory divergence between *GmCOL1a/GmCOL1b* and *GmCOL2a/GmCOL2b* but conservation of their protein function. Dynamic evolution of *GmCOL* regulatory mechanisms may underlie the evolution of photoperiodic signaling in soybean.

## Introduction

Soybean, one of the most important sources of protein and oil in the world, flowers in response to a photoperiod change from long day to short day at the summer solstice [1]. Despite this crop’s agronomic importance, the molecular basis of the photoperiodic flowering response in soybean remains only partially characterized. Several studies have identified eight Maturity Loci, E1 to E8, that affect flowering and seed maturity time [2]–[6]. The causal genes for four of these maturity loci, E1– E4, were recently identified. The photoreceptor gene *PHYTOCHROME A* (*PHYA*) was isolated as the causal gene of E3 and E4 [7], [8], and a homolog of the key flowering gene *GIGANTEA* (*GI*) was isolated as the causal gene of E2 [9]. A transcription factor containing a plant-specific B3 domain was also recently cloned as the causal gene of E1 [10].

In the long-day flowering model plant *Arabidopsis thaliana* (Arabidopsis), the nuclear protein CONSTANS (CO) plays a central role in photoperiodic flowering control [11], [12]. Expression of *CO* mRNA is partly regulated by GIGANTEA (GI), a component of the circadian clock and a regulator of photoperiodic flowering. Under blue light, GI forms a complex with FLAVIN-BINDING, KELCH REPEAT, F-BOX 1 (FKF1) in the late afternoon under long day (LD). On the *CO* promoter, the GI-FKF1 complex degrades CYCLING DOF FACTOR 1 (CDF1), a repressor of *CO* mRNA expression, resulting in activation of *CO* transcription at the end of the day under LD. An example of the “external coincidental mechanism”, CO acts as a point of integration of the internal circadian clock and the external day-night cycles. This integration occurs when *CO* mRNA oscillation coincides with specific light quality at a specific time of the day. In the early morning under LD, the red-light receptor PHYB promotes degradation of CO protein, but the far-red receptor PHYA and the blue-light receptors CRYPTOCHROME 1 (CRY1) and CRY2 stabilize CO protein toward the end of the day. FKF1 is also known to stabilize CO protein in the afternoon by interacting with CO [13]. Other factors, including SUPRESSOR OF PHYA 1 (SPA1), SPA3, SPA4 and CONSTITUTIVE MORPHOGENIC 1 (COP1), regulate CO protein stability during the night. Through the concerted action of light controlling *CO* mRNA oscillation and protein stability, CO protein becomes highly accumulated only at the end of the day under LD. This high CO accumulation activates the floral inducer FT, a mobile florigen signal synthesized in the leaves and transmitted to the shoot apical meristem to cause flowering transition.

Multiple factors regulate *FT* in a CO-independent manner in photoperiodic flowering. For example, GI regulates the amount of the small non-coding RNA *microRNA172* (*miR172*), which induces *FT* expression through repression of APETALA2-like (AP2-like) transcription factors independently of CO [11], [12]. GI also binds directly to the *FT* promoter and enhances *FT* expression. In addition, an Arabidopsis histone deacetylate (HDAC) complex accumulated at dusk under LD is known to modulate histone deacetylation of *FT* chromatin, leading to *FT* expression [14]. Moreover, recent studies suggest that various chromatin modifiers are involved in the control of *FT* expression [15].

The function of CO in flowering induction is conserved among distantly related flowering plants [16]–[18]. In the short-day plant rice, the *HEADING DATE 1* (*Hd1*) gene encoding a CO ortholog induces expression of *FT* homologs *Hd3a* and *RFT1* and promotes flowering under short day (SD), analogous to *FT* induction by CO in Arabidopsis [16]. Similarly, in *Pharbitis nil*, a Japanese morning glory whose short-day flowering habit exemplifies a classical model to study photoperiodism [19], possible involvement of the *Pharbitis* CO homolog (PnCO) and FT homologs (PnFT) in short-day flowering induction has been suggested [20], [21], although unknown factors other than PnCO may induce *PnFT* expression [21]. CO homologs in other species, including potato [22], wheat [23], ryegrass [24], grape [25], alfalfa [26] and barley [27], [28], are also thought to be involved in photoperiodic flowering induction.

Despite the conserved role of CO in flowering, considerable variation in the CO function in flowering has also been reported. Known as a “dual-functional” flowering regulator, rice Hd1 induces flowering under SD but represses flowering under LD. In poplar, ectopically expressed poplar CO1 and CO2, which show highest sequence similarity to Arabidopsis CO among poplar CO homologs, cause changes in metabolic gene expression but no changes in flowering time [29]. Whether poplar recruits other CO homologs or currently unknown genes in flowering remains unclear.

Because of limited information about CO function in soybean, expression analysis has been performed to aid functional characterization of soybean CO homologs (GmCOLs) and FT homologs (GmFTs) [30]–[37]. The function of two of these homologs, GmFT2a and GmFT5a, in flowering control was demonstrated by transgenic approaches in Arabidopsis and soybean [35], [36]. These results suggest a conserved role of GmFTs in flowering in soybean; however, further information is required to clarify the function of GmCOLs and the regulatory interaction between GmCOLs and GmFTs.

Here we report comprehensive characterization of the soybean *CO* gene family and its divergence in gene and protein structure, mRNA expression, regulatory sequence and protein function. Expression of *GmCOL1a* and *GmCOL1b*, which clustered together with Arabidopsis CO in our phylogenetic analysis, exhibited a strong diurnal rhythm under SD and showed a peak at dawn that overlapped with expression of *GmFT5a*. In addition, *GmCOL1a* and *GmCOL1b*, as well as *GmCOL2a* and *GmCOL2b,* complemented the late flowering effect of the *co* mutant in Arabidopsis. Our results support a hypothesis that GmCOL1a and GmCOL1b are key inducers of flowering, likely through the induction of *GmFT5a* in the morning under SD. Our data also indicate dynamic evolution of regulatory sequences of the *GmCOL* family.

## Materials and Methods

### Phylogenetic Analysis

A BLAST (Basic Local Alignment Search Tool) search was carried out using the full-length amino acid sequences of CO and COL homologs from *Arabidopsis*, rice and *Chlamidomonas reinhardtii* against the soybean genome from the Phytozome database (www.phytozome.net). Amino acid sequences similar in length to Arabidopsis CO and COLs were chosen and used for BLAST search for additional CO and COL homologs in the soybean genome. BLAST search continued until no more new homologs appeared. In total, 26 soybean CO homologs (GmCOLs) were obtained. Full-length protein sequences of CO homologs from soybean, Arabidopsis, rice and *Chlamidomonas reinhardtii* were aligned using ClustalW in MEGA5.1 (http://www.megasoftware.net/) with default parameters (pairwise alignment gap opening = 10.0, pairwise alignment gap extension = 0.1, multiple alignment gap opening = 10.0, multiple alignment gap extension = 0.2, and minimum gap separation distance = 4). The phylogenic tree was generated using MEGA5.1 by the Neighbor-Joining method. The bootstrap analysis employed 2,000 replicates.

### Plant Growth Condition and Sampling

Seeds of the seven soybean genotypes were provided by the USDA Soybean Germplasm Collection. Two common North American cultivars, Clark (PI 548533) and Williams 82 (PI 518671); the four near isogenic lines (NILs) of E loci carrying contrasting alleles in E1, E2, E3 and E5 (PI 547431; PI 547432; PI 547610; PI 591490); and *Glycine soja* (PI 549046) were used (Table 1). Plants were grown in the greenhouse under SD (10 hours of light, 6∶45–16∶45) and LD (16 hours of light, 6∶45–22∶45) conditions at 25°C and were sampled every four hours at six time points, T1– T6 (6∶30, 10∶30, 14∶30, 18∶30, 22∶30 and 2∶30), over a 24-hour time period three weeks after germination. For a shift experiment, plants were first grown under LD for three weeks and then transferred to SD for 5 days. A whole shoot above the cotyledon, including 3–4 trifoliates, stem and shoot meristems, was harvested from each plant. Three to four biological replications were sampled for each time point and photoperiod condition.

**Table 1:** Seven soybean inbred lines, their allele types for Maturity Loci (E loci) and the days to flowering.

Variety	Maturity Loci(E loci)	Days to flowering		
		Field	Greenhouse	
			SD	LD
Clark	e1E2E3E4e5E7	33	27±1	63±2
Williams 82	E2	33	27±1	61±3
L65-3366	E1E2E3E4e5E7	61	29±2	97±10
L66-432	e1e2E3E4e5E7	50	29±1	74±4
L74-441	e1E2e3E4e5E7	56	30±1	52±3
L92-1195	e1E2e3E4E5E7	36	28±0	70±9
*Glycine soja*	N/A	N/A	27±1	107±8

The E loci genotype information is based on the record in the USDA soybean germplasm collection. The flowering time in the field is the average of flowering time data from two consecutive years based on the record in the USDA soybean germplasm collection.

### RNA Preparation

Samples stored in −80°C were first disrupted in a mortar for homogenization and then ground by the TissueLyser II (Qiagen®) while frozen. The fine powder was then used for RNA preparation following the protocol of the RNeasy® Plant Mini Kit (Qiagen®) with a few minor modifications. The RNA samples were measured for quality and quantity using the NanoDrop™ 1000 Spectrophotometer (Thermo Scientific®), and cDNA libraries were synthesized using SuperScript™ III First-Strand Synthesis System for RT-PCR kit (Invitrogen™). The quality of the cDNA was tested by RT-PCR using a pair of primers specific for the housekeeping gene *GmPBB2* [30] (Table S1).

### Quantitative RT-PCR

The quantitative RT-PCR (qRT-PCR) was performed using a 7900 HT Fast Real-Time PCR System (Applied Biosystems®), following the manufacturer’s manual of FastStart Universal SYBR Green Master (Rox) (Roche Applied Science®). Gene-specific primers used for qRT-PCR are listed in Table S1. All reactions were carried out in a 384-well Clear Optical Reaction Plate (Applied Biosystems®), with a volume of 15 µl per well that, consisted of 7.5 µl 2×FastStart Master Mix, 6.4 µl sterilized distilled water, 0.3 µl of each primer (10 M), and 0.5 µl template. The resulting data were recorded and analyzed by the 7900 HT RT-PCR System software. Transcript levels were calculated relative to those of the reference gene *GmPBB2* (Table S1). Each qRT-PCR reaction was performed in triplicate and all data were presented as means ± SEM.

### Transcriptome Sequencing Data Analysis

189 RNA samples, 3 photoperiod treatments (SD, LD, and a shift from LD to SD), 3 time points (6∶30, 14∶30, and 22∶30), 7 genotypes (Table 1) and 3 biological replications were used for RNA sequencing. Quality of RNA was tested using electrophoresis on a 1% agarose gel, and 5 ug total RNA for each sample was submitted to the W. M. Keck Center for Comparative and Functional Genomics in the Roy J. Carver Biotechnology Center at the University of Illinois in Urbana-Champaign. The cDNA libraries were prepared using Illumina's TruSeq RNAseq Sample Prep kit, and RNA sequencing was performed using Illumina sequencing technology with 12 lanes. Samples were assigned randomly to each lane in order to reduce the effect of lanes. To increase the number of reads per sample, we allocated fewer samples to each lane (15 or 16 samples per lane) than the maximum possible number of samples. Obtained reads were 100 nt in length. 

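The read number recorded for each of the 189 RNA sequencing samples lay between 5.59 M and 20.9 M, with a median of 10.8 M. The reads that mapped to transcripts could be recovered from the RPKM values, since a low RPKM value is a whole number of reads divided by the transcript length and the depth. Mapped reads per sample ranged from 4.92 M to 18.2 M (median 9.54 M), which was 68.4% to 89.5% of the recorded reads (median 88.1%). The median was 9.34 M mapped reads for the samples under SD, 9.67 M under LD and 9.13 M in the shift experiment.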

Number of reads ranged from 150 million to 185 million per lane and 9.5 million to 12.3 million per sample. This will result in approximately 175–228 reads per gene if all genes are equally expressed. Data quality was ensured by FastX (http://hannonlab.cshl.edu/fastx_toolkit/index.html) and fastQC (http://www.bioinformatics.bbsrc.ac.uk/projects/download.html#fastqc).

The Bowtie package [38] was used to map and align the reads to the soybean transcriptome (Williams 82) obtained from the Phytozome database [39]. The latest 54,175 predicted protein coding loci and their 73,320 transcripts were used. Counts of aligned read were obtained by using an in-house python script. Normalization of mapped reads was performed by RPKM (Reads Per Kilobase per Million mapped reads) [40]. The RNA sequencing data (the accession numbers GSM1234545 – GSM1234733) were deposited in the Gene Expression Omnibus (GEO) site at the National Canter for Biotechnology Information (NCBI) website (http://www.ncbi.nlm.nih.gov/geo/).

### Motif Logo Analysis, Dot Plot Analysis and Hierarchical Clustering Analysis

For the motif logo diagrams, sequences corresponding to representative motifs were aligned and then submitted to Weblogo [41] for visualization. The dot plot was created using Nucleic Acid Dot Plots program (http://www.vivo.colostate.edu/molkit/dnadot/index.html) with the following parameters: window size: 11; mismatch limit: 0. Coding sequence and 2.5 kb upstream non-coding region (introns were excluded) were used for generating the diagram. Hierarchical clustering analysis was performed using MeV software [42]. The hierarchical clustering method [43] was used to construct a binary tree by grouping expression of *GmCOL*s in RPKM values obtained by RNA sequencing.

### Gene Cloning, Vector Construction and Arabidopsis Transformation

DNA fragments containing the coding sequence of soybean *COL1a*, *COL1b*, *COL2a* and *COL2b* were amplified from cDNA of the soybean Williams 82 using gene-specific primers (Table S1) and then cloned into the pCR2.1 vector (Invitrogen) following manufacturer’s instructions. Several independent clones were sequenced for validation purposes. The coding sequence of the four genes was subcloned into the entry vector pCR8 (Invitrogen) and finally transferred to the overexpression binary vector pEarley100 [44] via the LR Gateway recombination reaction following manufacturer’s instructions (Invitrogen). Arabidopsis plants (Col-0 wild type and *co-1* mutant introgressed into Col-0 by outcrossing four times) were infected with *Agrobacterium tumefaciens* strain pGV3101 transformed with the obtained pEarley100 clones using the floral dipping method [45]. For screening T1 tranformants, T1 seeds obtained from the dipped plants were grown on soil and sprayed with Basta (glufosinate ammonium, Sigma, 100 mg/L) at least three times.

### Arabidopsis Growth Conditions and Measurement of Flowering Time

Arabidopsis plants were grown in growth chamber under LD conditions (16 h light/8 h dark) with white fluorescence light at 22°C. For flowering time determination, the number of rosette leaves was counted at the time the first flowers bloomed [46].

## Results

### Identification of CO Homologs in Soybean

A BLAST (Basic Local Alignment Search Tool) search using the full-length amino acid sequences of CO and COL homologs from Arabidopsis, rice and *Chlamydomonas reinhardtii* identified 26 soybean CO homologs (GmCOLs). Phylogenetic analysis clarified the evolutionary relationships of GmCOLs (Figure 1A). Each GmCOL was then assigned a name based on its homology level to Arabidopsis CO and COLs, with a designation of a or b for homeologous pairs originating from the most recent duplication event (e.g. GmCOL1a and GmCOL1b). The 26 GmCOLs comprised 13 such homeologous pairs that were classified into three clades: 4 pairs in Clade I, three pairs in Clade II, and six pairs in Clade III. Clade I contained two sub-clades that nested two such homeologous pairs, and Clade III contained two sub-clades that nested three such homeologous pairs. This observation corresponds well with the multiple genome duplication events that have occurred in soybean [39]. Among the eight GmCOLs in Clade I, GmCOL1a, GmCOL1b, GmCOL2a and GmCOL2b clustered together with Arabidopsis CO and rice CO (Hd1), well-characterized flowering inducers.

**Figure 1:**
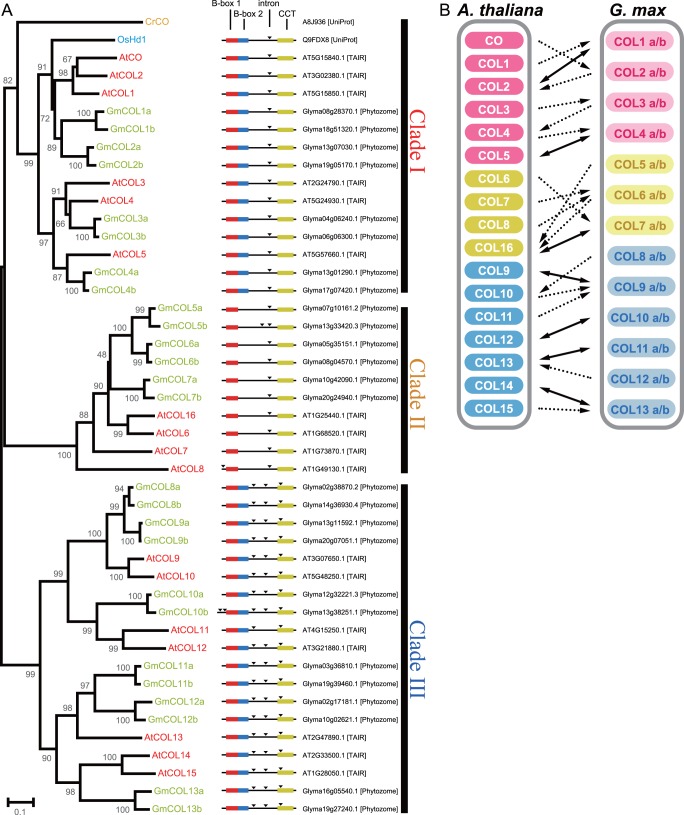
CO homologs in soybean. (A) Phylogenetic analysis of full-length amino acid sequences of CO homologs of soybean (Gm), Arabidopsis (At), rice (Os) and *Chlamydomonas reinhardtii* (Cr). Numbers at nodes indicate the value of 1,000 bootstrap analyses. The domain structure of B-box 1 (red rectangles), B-box 2 (blue rectangles), CCT (yellow rectangles) and the introns (black triangle) of the genes are shown. Followed are the accession numbers of the proteins and their corresponding databases (in square brackets). (B) BLAST best hits of CO homologs in Arabidopsis (*A. thaliana*) and soybean (*G. max*). The BLAST best hits are shown by dotted lines with an arrow head, and the protein pairs of the reciprocal best hits are shown by lines with double-head arrows.

CO homologs, which constitute a subgroup of zinc finger proteins, contain one or more zinc-binding B-box domains at the N terminus and a CCT domain at the C terminus [47], [48]. CO homologs in each clade possess specific gene structure and protein domains [48], [49]. GmCOL homologs in each clade showed structural characteristics similar to each other (Figure 1A). GmCOLs in Clades I and II contained one intron, with the exception of GmCOL5b, which contained three introns. GmCOLs in Clade III contained three introns. GmCOLs in Clades I and III possessed two B-boxes and a CCT domain in the protein structure, whereas GmCOLs in Clade II possessed only one B-box domain and a CCT domain. Comparison of the amino acid sequences of the domains indicated that B-box 2 domain was less conserved compared to B-box 1 and CCT domains between Arabidopsis and soybean (Figure S1).

A reciprocal BLAST search then identified potential orthologous relationships in CO homologs between Arabidopsis and soybean (Figure 1B). Supporting the observed clades being conserved among species in the phylogenetic analysis, the BLAST best hits of all Arabidopsis CO homologs were identified from soybean homologs within the same clade and vice versa. The analysis revealed seven reciprocal BLAST best hit pairs: 2 in Clade I, 1 in Clade II and 4 in Clade III. GmCOL2a and GmCOL2b were the BLAST best hits of Arabidopsis CO; however, no reciprocal BLAST best hit pairs existed between Arabidopsis CO and GmCOLs.

### Photoperiods Affect Flowering Time Variation

All seven genotypes used in this study flowered earlier under SD than under LD. *G. soja* flowered extremely late under LD (106.7 days after germination) but as early as other genotypes under SD (27.2 days), exhibiting the strongest response to photoperiods among the genotypes (Table 1). Flowering time among the genotypes showed large variation under LD (51.5 days to 106.7 days), whereas flowering time under SD showed more subtle variation (27.2 days to 30.2 days).

### Photoperiodic Regulation of *GmCOL*s

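RNA was sequenced from 7 genotypes: the cultivars Clark and Williams 82, the near isogenic lines (NILs) L65, L66, L74 and L92, which differ from Clark at maturity loci and are called here by the first part of their names, and the wild soybean *G. soja*. The plants grew under SD (10 h of light), under LD (16 h of light) or under LD followed by 5 days of SD (LD-SD, the shift experiment). They were sampled at T1 before dawn, at T3 during the day and at T5 during the night under SD, with 3 samples in each of the 63 groups of photoperiod, genotype and time point. The methods give whole shoots above the cotyledon at 3 weeks, while the sample records give the first trifoliate at 26 days. The tissue and age behind the values are thus uncertain. The authors aligned the reads to the Williams 82 transcripts, counted them on each transcript and deposited RPKM values of 73320 transcripts from 54175 loci for every sample. The values reported here start from these RPKM values, without further scaling, and use for each *GmCOL* the transcript listed in Figure 1A. Means are given with the SD over samples. Differences were tested with limma on log2(RPKM + 1) for transcripts with a mean of at least 0.1 RPKM, and p values were adjusted over all transcripts tested by the Benjamini-Hochberg method. This left 24 of the 26 *GmCOL*s in the tests, without *GmCOL10a* and *GmCOL10b*. Homeologs are similar in sequence and the rule for reads that match several transcripts is not stated, so the share of reads between the genes of a pair is uncertain. Replicate counts spread more than sampling of reads alone gives, with a median chi-square of 7.35 per degree of freedom over 189 pairs of replicates.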

To survey the mRNA abundance of *GmCOLs* among different genotypes and photoperiods, an RNA sequencing approach was employed with three representative time points: T1 (6∶30), T3 (2∶30) and T5 (22∶30) (Figure 2). 

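At T1 under SD, 50 of the 73319 transcripts had a higher mean RPKM than *GmCOL1b* and 146 had a higher mean than *GmCOL3b*, while 65533 transcripts stood above *GmCOL10a*. Over the 21 samples of this photoperiod and time point, the mean mRNA abundance was 128 ± 33.3 RPKM for *GmCOL4a* and 105 ± 14.3 RPKM for *GmCOL3a*. It was 62.9 ± 14.0 RPKM for *GmCOL4b*, 48.1 ± 5.79 RPKM for *GmCOL6a*, 48.0 ± 7.37 RPKM for *GmCOL6b* and 29.0 ± 4.23 RPKM for *GmCOL5b*. *GmCOL7b* reached 13.9 ± 4.11 RPKM and *GmCOL11a* 6.10 ± 1.09 RPKM at this time point. Among the Clade III genes other than *GmCOL10a* and *GmCOL10b*, *GmCOL13a* had the lowest mean at T1 (0.479 ± 0.347 RPKM). At T5 under SD, *GmCOL7a* rose to 49.2 ± 15.0 RPKM and *GmCOL9a* to 19.2 ± 2.70 RPKM (n = 21 each).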

A wide range of mRNA abundance was observed among *GmCOL*s. 

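Under SD, *GmCOL1a*, *GmCOL1b*, *GmCOL3b* and *GmCOL5a* had their highest mean at T1 in all 7 genotypes. Their mRNA abundance then fell in *GmCOL1a* to 13.7 ± 3.06 RPKM at T3 and 6.40 ± 1.35 RPKM at T5, in *GmCOL1b* to 25.2 ± 4.82 RPKM at T3 and 10.1 ± 1.92 RPKM at T5, in *GmCOL3b* to 68.7 ± 15.0 RPKM at T5 and in *GmCOL5a* to 13.8 ± 2.84 RPKM at T3 and 9.73 ± 2.67 RPKM at T5 (n = 21 samples each). The limma F-test over the 3 time points under SD gave adjusted p = 1.52e-76 for *GmCOL1b* and 3.87e-47 for *GmCOL3b*. It passed the threshold of 0.05 for all 24 *GmCOL*s tested under SD and for 23 under LD, where *GmCOL11b* gave adjusted p = 0.12. With the transcripts of each locus summed, 24 of 25 *GmCOL*s tested passed under LD, with *GmCOL11b* again failing (adjusted p = 0.12) and *GmCOL10b* added (adjusted p = 0.043). Under SD, only *GmCOL10b* failed with these sums (adjusted p = 0.54). The faintest genes rested on few reads. Under SD and LD, *GmCOL10a* had at most 3 reads and *GmCOL10b* at most 4 reads in a sample. *GmCOL2a* had a median of 6 reads per sample under SD and 6 under LD, and *GmCOL2b* 3 and 9 reads. A count of 3 reads corresponds to a median of 0.275 RPKM for *GmCOL2a* and 0.148 RPKM for *GmCOL10a*, and this floor covers the error of counting only.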

*GmCOL1a, GmCOL1b, GmCOL3b* and *GmCOL5a* showed notably high expression with strong rhythmic patterns particularly under SD with a peak at T1 (6∶30), while *GmCOL2a, GmCOL2b, GmCOL10a* and *GmCOL10b* displayed faint expression under both SD and LD. Expression patterns of homeologous genes were generally well conserved. 

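For each of the 13 homeologous pairs, the time point with the highest mean RPKM (n = 3) was compared between the pair in the 14 combinations of genotype with SD or LD. Both genes peaked at the same time point in 131 of 182 combinations (72.0%), where 39.3% would be shared if the peaks of a pair were independent. Without the faint *GmCOL2* and *GmCOL10* pairs, the count was 116 of 154. The *GmCOL7* pair shared its peak in all 14 combinations and the *GmCOL1* pair in 13. The lowest counts were 4 combinations for the *GmCOL10* pair and 7 for the *GmCOL9* pair. Under LD, *GmCOL9b* peaked at T3 in all 7 genotypes and *GmCOL9a* at T5. The *GmCOL13* pair also shared 7 combinations, all of them under LD. With each replicate left out in turn, between 127 and 138 combinations were shared.

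**Figure D1:**
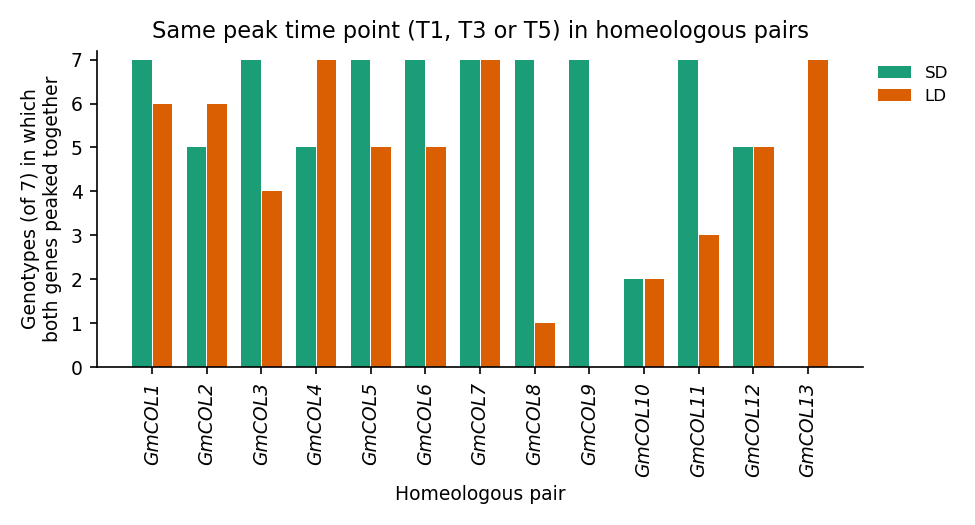
Number of genotypes (y axis, of 7) in which both genes of a homeologous pair (x axis) had their highest mean RPKM at the same of T1, T3 and T5, with 1 bar for SD and 1 for LD. The *GmCOL9* pair shared its peak in 7 genotypes under SD and in 0 under LD.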

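The 24 *GmCOL*s with a mean of at least 0.1 RPKM were tested for a difference in their change over T1, T3 and T5 between SD and LD, averaged over the 7 genotypes. The interaction of photoperiod and time point passed the threshold for 24 of 24 *GmCOL*s, also when adjusted over the list of *GmCOL*s alone. The largest adjusted p among these 24 *GmCOL*s was 8.75e-05 for *GmCOL12a*, whose mean over all samples under SD and LD was 1.86 RPKM. Every *GmCOL* tested also differed in level between SD and LD at 1 or more time points. At T3, the log2 difference of SD minus LD was 2.60 for *GmCOL4b* (standard error 0.0951, adjusted p = 1.55e-42) and -3.03 for *GmCOL13a* (standard error 0.0754, adjusted p = 2.17e-55). Among all 61237 transcripts tested, 37910 differed between SD and LD at T1, of which 20211 were higher under SD. At T3, 39171 transcripts differed and 12461 were higher under SD, with a median log2 difference of -0.10 over all transcripts. At T5, 34099 differed and 21628 were higher. With 1 replicate left out, between 32915 and 34123 transcripts differed at T1.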

All expressed *GmCOL*s showed different expression patterns between SD and LD, suggesting photoperiodic regulation of their mRNA abundance.

**Figure 2:**
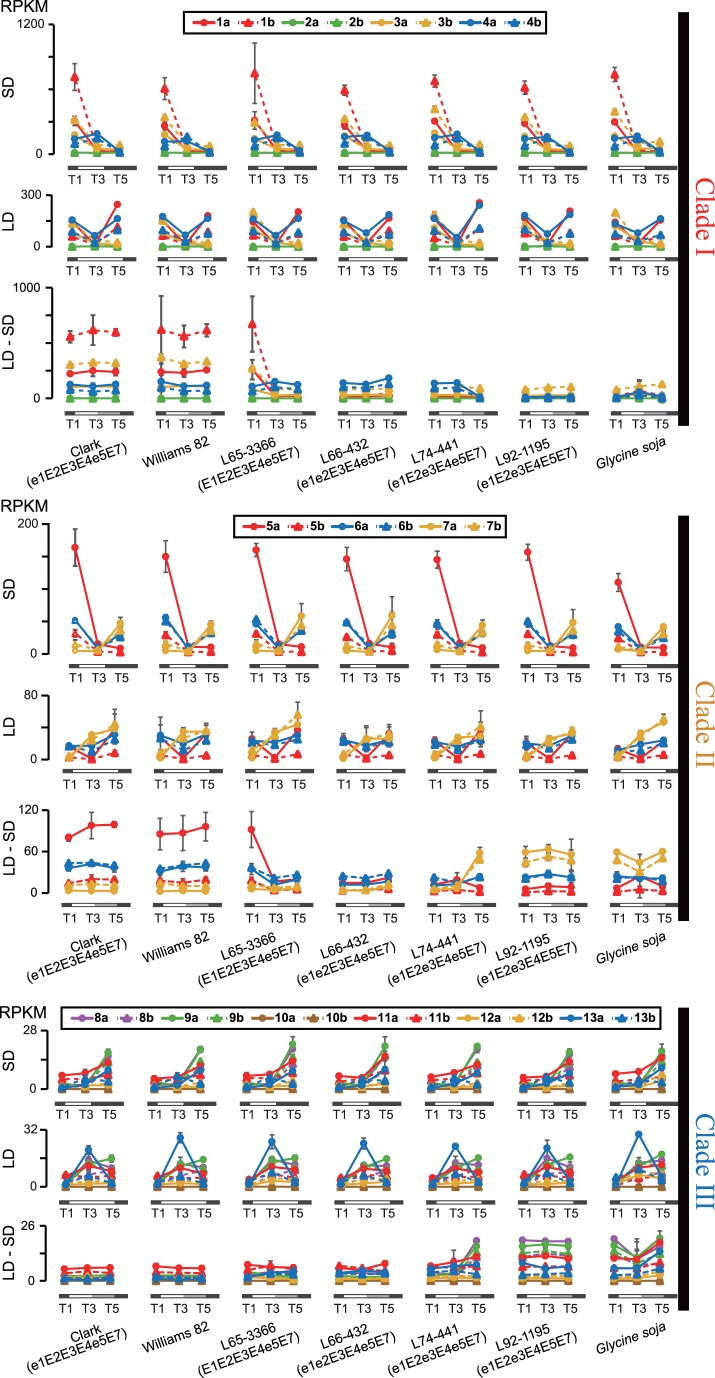
mRNA abundance of *GmCOL*s measured by RNA sequencing. RPKM values are displayed on the left. The top panel shows *GmCOL*s in Clade I, the middle panel shows *GmCOL*s in Clade II, and the bottom panel shows *GmCOL*s in Clade III. SD is 10 hours light (6∶45–16∶45), LD is 16 hours light (6∶45–22∶45), and LD-SD is a shift from three weeks LD to 5 days SD. Samples are three representative time points: T1 (6∶30), T3 (14∶30) and T5 (22∶30).

Under SD, the peak expression levels of *GmCOL1a, GmCOL1b, GmCOL3b* and *GmCOL5a* at T1 (6∶30) exceeded 250 RPKM (Reads Per Kilobase of transcript per Million mapped reads), with *GmCOL1b* showing the highest level of approximately 700 RPKM. 

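At T1 under SD, the mean mRNA abundance over the 21 samples was 674 ± 128 RPKM for *GmCOL1b*, 319.9 ± 65.1 RPKM for *GmCOL3b*, 284 ± 40.8 RPKM for *GmCOL1a* and 147 ± 22.8 RPKM for *GmCOL5a*. The means of the genotypes (n = 3) ranged from 594 to 754 RPKM for *GmCOL1b*, with the highest in L65. They ranged from 293 to 346 RPKM for *GmCOL3b*, from 254 to 306 RPKM for *GmCOL1a* and up to 164 RPKM for *GmCOL5a*. The median SD among replicates of a genotype was 66.9 RPKM for *GmCOL1b*, or 9.92% of its mean. The *GmCOL5a* value is that of 1 transcript of the locus, and the sum over all transcripts of the locus gave a mean of 321 RPKM.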

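At T1 under LD, the mean mRNA abundance was 61.9 ± 19.3 RPKM for *GmCOL1a*, 130.5 ± 31.0 RPKM for *GmCOL1b*, 147 ± 24.2 RPKM for *GmCOL3b* and 21.7 ± 8.68 RPKM for *GmCOL5a* (n = 21 samples each). The ratio of the mean under SD to the mean under LD was 4.59 for *GmCOL1a*, 5.16 for *GmCOL1b*, 2.18 for *GmCOL3b* and 6.78 for *GmCOL5a*. Computed for each replicate letter, the ratio of *GmCOL1b* had an SD of 0.116 and that of *GmCOL5a* an SD of 1.39 (n = 3). Between genotypes, the ratio of *GmCOL1b* ranged from 3.84 in Williams 82 to 7.33 in *G. soja*, and that of *GmCOL5a* from 5.40 in Williams 82 to 10.3 in Clark. The lowest ratio among the 28 combinations of gene and genotype was 1.69, for *GmCOL3b* in Williams 82. In limma, the log2 difference of SD minus LD at T1 was 2.23 for *GmCOL1a* (standard error 0.0885, adjusted p = 1.01e-39), 2.38 for *GmCOL1b* (standard error 0.0849, adjusted p = 4.44e-43), 1.11 for *GmCOL3b* (standard error 0.0811, adjusted p = 2.97e-22) and 2.78 for *GmCOL5a* (standard error 0.105, adjusted p = 1.96e-41). In 1 of the 3 samples of Williams 82 and 1 of the 3 of L65 at T1 under LD, transcripts that mark Williams 82 went against the sample's genotype.

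**Figure D2:**
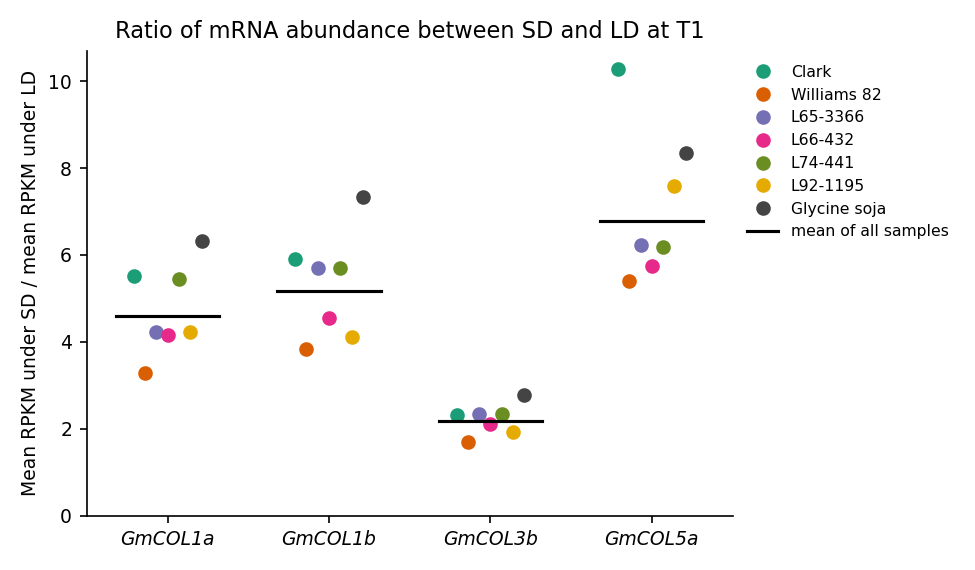
Ratio of mean RPKM under SD to mean RPKM under LD at T1 (y axis) for 4 genes (x axis). Points are the 7 genotypes (3 samples per photoperiod) and black lines the ratio over all samples, which is 5.16 for *GmCOL1b* and 6.78 for *GmCOL5a*.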

Under LD, the expression levels of these genes at T1 (6∶30) were more than 2-fold lower than under SD, with *GmCOL1b* showing the strongest reduction of more than 7-fold. 

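The highest mean of a genotype (n = 3) for *GmCOL2a* was 1.55 RPKM under SD, at T1 in L92, and 1.90 RPKM under LD, at T3 in Clark. For *GmCOL2b* it was 0.808 RPKM under SD, at T1 in Williams 82, and 2.72 ± 0.796 RPKM (SD, n = 3) under LD, at T3 in L92. The lowest means of a genotype for *GmCOL1a* were 5.06 RPKM under SD and 8.09 RPKM under LD, and those for *GmCOL1b* were 8.30 and 10.1 RPKM. *GmCOL2a* was at or below 3 reads in 25 of 63 samples under SD and 15 of 63 under LD. *GmCOL2b* was at or below 3 reads in 34 and 10 of these samples.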

*GmCOL2a* and *GmCOL2b* demonstrated much lower expression (below 2.0 RPKM) than *GmCOL1a* and *GmCOL1b* under both SD and LD.

### Variation in Expression of *GmCOL*s among Genotypes

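The difference among the 7 genotypes was tested with limma's F-test over T1, T3 and T5 together, with 3 samples in each group. Under SD, it passed the threshold for 2 of 24 *GmCOL*s, *GmCOL8b* (adjusted p = 0.0028) and *GmCOL2a* (adjusted p = 0.04). Under LD, it passed for 9 of 24 *GmCOL*s: *GmCOL2a*, *GmCOL2b*, *GmCOL6b*, *GmCOL11a*, *GmCOL11b*, *GmCOL12a*, *GmCOL12b*, *GmCOL13a* and *GmCOL13b*. The smallest adjusted p under LD was 4.55e-04 for *GmCOL13b*, whose mean at T1 was 5.30 ± 0.242 RPKM in *G. soja* and 2.01 ± 0.363 RPKM in L74 (n = 3 each). *GmCOL1a* gave adjusted p = 0.052 and *GmCOL1b* 0.12 under LD. Adjusted over the list of *GmCOL*s alone, 1 passed under SD and 11 under LD. The unadjusted p was below 0.05 for 5 and 15 *GmCOL*s. Among all 61237 transcripts tested, 8897 varied among genotypes under SD and 10210 under LD, with 5064 in both sets. The counts depended on the setting. Without *G. soja*, 0 *GmCOL*s passed under SD and 1 under LD. Samples with the same replicate letter within a photoperiod and time point deviated from their group means in a similar way (mean correlation 0.187). The -0.09 for different letters is no separate evidence, since deviations from a mean of 3 samples cancel out. With the letter as a block within each photoperiod and time point, 6 and 15 passed. In the simulated data, the F-test recovered 19.0% of transcripts changed in a single genotype. In 2 of the 63 samples under LD, 1 of Williams 82 and 1 of L65 at T1, transcripts that mark a genotype went against the sample's genotype.

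**Figure D3:**
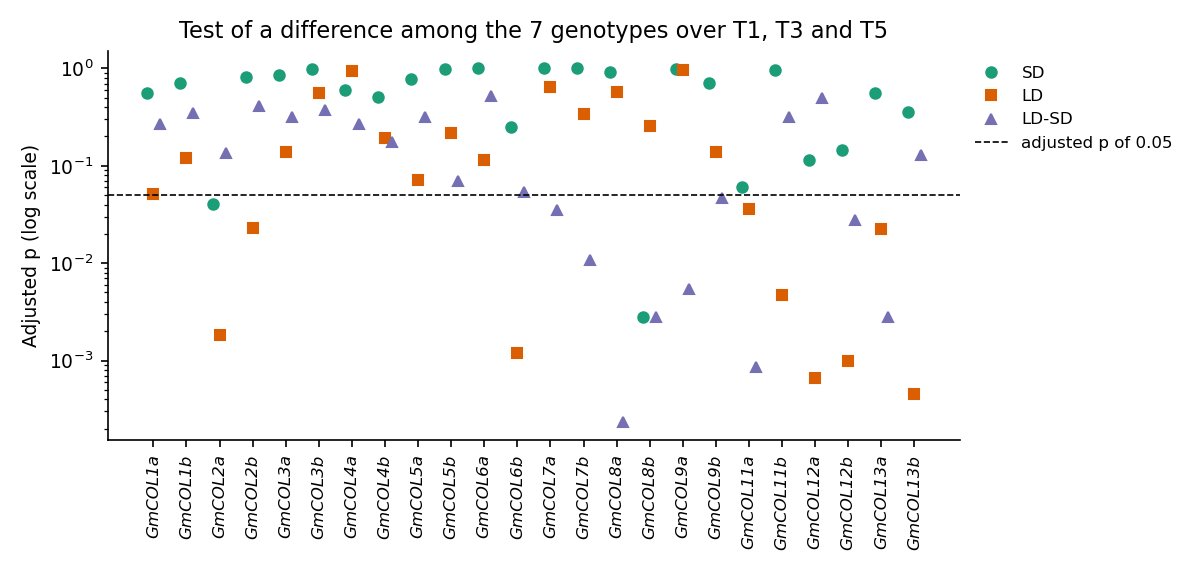
Adjusted p of the test of a difference among 7 genotypes (y axis, log scale) for 24 *GmCOL*s (x axis) under SD, LD and LD-SD. The dashed line marks 0.05, below which lie 2 *GmCOL*s under SD, 9 under LD and 9 in the shift experiment.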

No significant variation in the mRNA abundance of *GmCOL*s appeared among the seven genotypes at the representative time points based on the RNA sequencing data under SD and LD (Figure 2). In contrast, striking variation appeared among the genotypes in the shift experiment. 

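In the shift experiment, the F-test among the genotypes over T1, T3 and T5 passed the threshold for 9 of 24 *GmCOL*s: *GmCOL7a*, *GmCOL7b*, *GmCOL8a*, *GmCOL8b*, *GmCOL9a*, *GmCOL9b*, *GmCOL11a*, *GmCOL12b* and *GmCOL13a*. The smallest adjusted p was 2.33e-04 for *GmCOL8a*, and *GmCOL1a*, *GmCOL1b*, *GmCOL3b* and *GmCOL5a* gave 0.27, 0.35, 0.38 and 0.32. Adjusted over the list of *GmCOL*s alone, 11 passed. Among all 61180 transcripts tested, 15409 varied among the genotypes. Without *G. soja*, 1 *GmCOL* passed, and with the replicate letter as a block within each time point, 12. Whether the genotypes differed in the response to the shift itself was tested by the interaction of genotype with LD-SD minus LD. In simulated data, this interaction recovered 7 of 200 4-fold changes in 1 genotype at 1 time point, so a lack of calls carries little weight. The interaction passed for 0 of the 24 *GmCOL*s, and the lowest adjusted p among them was 0.11 for *GmCOL11b*. This fit had no replicate block. Among all transcripts, 803 passed in it and 3673 with the replicate letter as a block within each photoperiod and time point. The 0 may thus depend on the block. At T1 in the shift experiment, the mean of *GmCOL1b* lay between 557 and 672 RPKM in all 7 genotypes. A sample of L92 at T5, 1 of 3, which is replicate B in the deposited values while the sample records list A, C and D, had 181 RPKM of *GmCOL1b* and 0.714 RPKM of *GmCOL7a*, far from the other samples at T5. In 4 of the 63 samples of the shift experiment, 3 of L74 and 1 of L66 at T3 or T5, marker transcripts of L74 went against the sample's genotype.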

*GmCOL1a, GmCOL1b* and *GmCOL3b* in Clade I showed elevated mRNA abundance at all three time points in Clark and Williams 82 and at T1 (6∶30) in a NIL, L65-3366 (E1E2E3E4e5E7), in response to the photoperiod shift. 

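The response to the shift was measured as LD-SD minus LD on the log2 scale for each genotype and time point, 3 samples against 3. *GmCOL1a*, *GmCOL1b* and *GmCOL3b* were higher in LD-SD at T1 in all 7 genotypes, so that 21 of 21 contrasts passed the threshold. At T3, 10 of 21 contrasts were higher, and at T5 0 were higher and 19 were lower. The log2 difference of *GmCOL1b* ranged from 1.99 in Williams 82 to 2.71 in *G. soja* at T1, from 0.67 in *G. soja* to 2.05 in L74 at T3 and from -3.30 in L74 to -2.27 in *G. soja* at T5, with a standard error of 0.333 for each contrast. That of *GmCOL1a* ranged from 1.74 in L65 to 2.53 in *G. soja* at T1 and from -3.06 in L74 to -1.98 in L92 at T5. Several of these extremes rest on samples of unclear label. L92 at T5 includes the sample whose replicate letter is unclear, with 113 RPKM of *GmCOL1a*. Genotype markers went against the label in replicate B of L74 at T3 and replicates B and C at T5. Under LD at T1, they did so in replicate A of Williams 82 and of L65. In Clark, 3 of the 3 genes were higher at T1, 2 at T3 and 0 at T5, where 3 were lower, and the counts in Williams 82 were the same. In L65, 3 were higher at T1 and 1 at T3, and all 3 were lower at T5. The mean of *GmCOL1b* in Clark was 557 ± 51.9 RPKM at T1, 25.9 ± 8.24 RPKM at T3 and 19.3 ± 2.72 RPKM at T5 in LD-SD (n = 3 each).

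**Figure D4:**
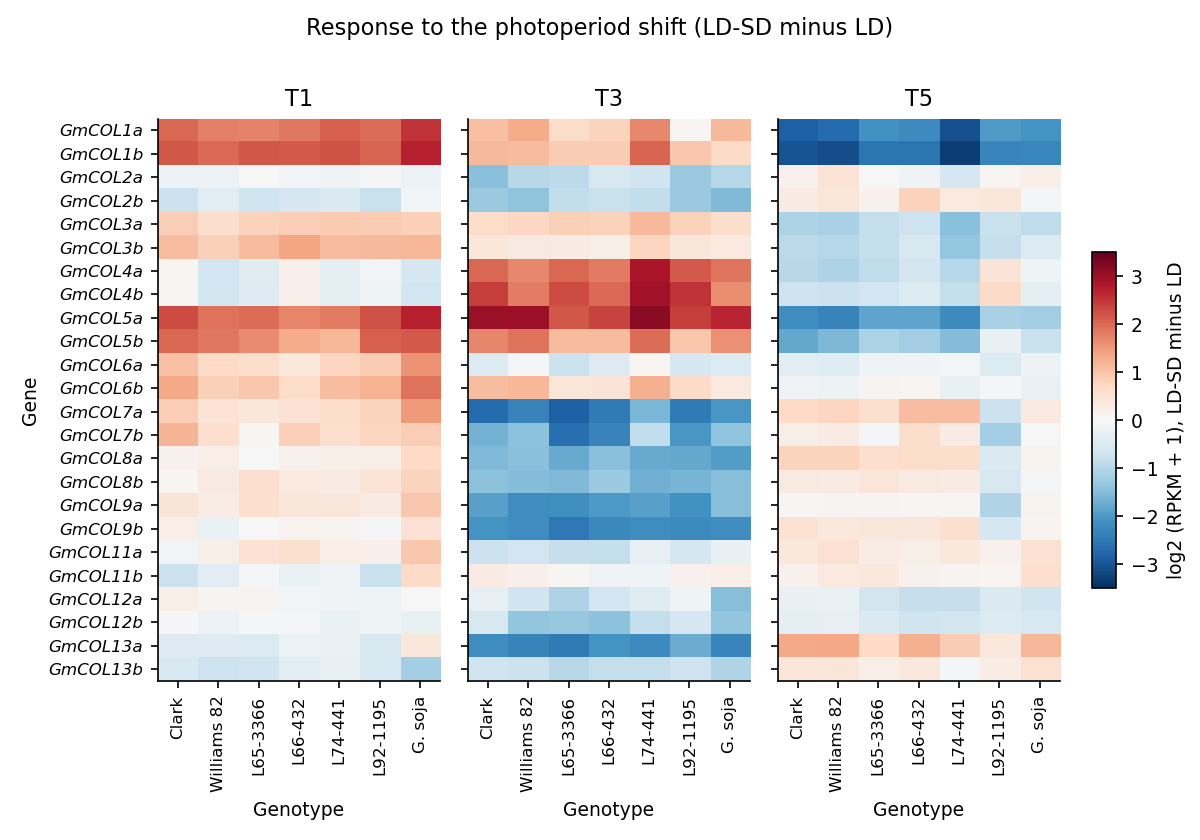
Log2 difference of LD-SD minus LD in log2(RPKM + 1) (color) for 24 *GmCOL*s (y axis) in 7 genotypes (x axis) at T1, T3 and T5, each from 3 samples against 3. *GmCOL1b* is between 1.99 and 2.71 at T1 and between -3.30 and -2.27 at T5.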

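For *GmCOL5a* in Clade II, LD-SD minus LD ranged from 1.71 in L66 to 2.72 in *G. soja* at T1 and from 2.19 in L65 to 3.15 in L74 at T3, and was past the threshold in all 7 genotypes at both time points. At T5, it ranged from -2.34 in Williams 82 to -1.12 in L92 and was past the threshold in all 7 genotypes. The largest adjusted p was 2.84e-05 at T1, 7.27e-08 at T3 and 0.044 at T5 (limma, 3 samples against 3). The mean in LD-SD over 21 samples was 91.0 ± 17.7 RPKM at T1 and 17.1 ± 5.29 RPKM at T3. At T5 it was 10.4 RPKM, and the sample of L92 whose replicate letter is unclear had 60.8 RPKM. The small fall in L92 at T5 thus rests partly on this sample. Genotype markers went against the label in replicate B of L74 at T3.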

A very similar response in mRNA abundance to the photoperiod shift was observed in *GmCOL5a* in Clade II. 

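LD-SD minus LD was computed for *GmCOL7a*, *GmCOL7b* and the 10 Clade III *GmCOL*s tested in each genotype. At T3, 0 of 84 contrasts were higher in LD-SD and 67 were lower, among them 8 of 12 in L74, 9 of 12 in L92 and 10 of 12 in *G. soja*. At T1, 5 contrasts were lower and 10 were higher, of which 6 were in *G. soja*, 0 in L92 and 0 in L74. At T5, 6 contrasts were higher and 1 was lower, and 5 of the 6 higher ones were *GmCOL13a*. For *GmCOL7a*, the log2 difference ranged from 0.41 in L65 to 1.49 in *G. soja* at T1, from -2.87 in L65 to -1.61 in L74 at T3 and from -0.76 in L92 to 1.08 in L74 at T5, with a standard error of 0.450 for each contrast. Its mean in LD-SD was 2.66 ± 0.399 RPKM in L92 and 5.78 ± 1.38 RPKM in *G. soja* at T1, and 8.68 ± 3.33 RPKM in L74 at T3 (n = 3 each). At T5 it was 58.2 ± 8.03 RPKM in Clark. The mean of L92 at T5 includes the sample whose replicate letter is unclear. In L74, genotype markers went against the label in replicate B at T3 and in replicates B and C at T5. Compared among the genotypes in LD-SD, the mean at T3 was highest in L74 for *GmCOL7a* and *GmCOL7b* and for 0 of the 10 Clade III genes. Of these 12 genes, 8 were highest in *G. soja* at T1, 6 at T3 and 7 at T5, and 0, 0 and 0 in L92. At this depth, a 4-fold change in 1 genotype at 1 time point was recovered for 74.0% of the transcripts simulated with it. Across the 16 genes of Clades I to III named for the shift experiment, 61 of 336 contrasts were higher in LD-SD and 99 were lower.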

Another notable variation among genotypes was the elevated mRNA abundance of *GmCOL7a, GmCOL7b* and many *GmCOL*s in Clade III at T3 (22∶30) in L74-441 (e1E2e3E4e5E7) and at all three time points in L92-1195 (e1E2e3E4E5E7) and *G. soja*.

### Clustering of *GmCOL* Expression Patterns

A hierarchical clustering analysis of the mRNA expression patterns of *GmCOL*s under LD and SD revealed rapid divergence of regulatory mechanisms among *GmCOL*s as well as high conservation among recently derived homeologs. Two main branches appeared: a cluster of *GmCOL*s from Clades I and II, and a cluster of *GmCOL*s from Clade III (Figure 3), in agreement with the coding sequence similarity noted in the phylogenetic analysis (Figure 1A). 

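The group means of 22 *GmCOL*s over the 42 groups under SD and LD were clustered with 1 minus the Pearson correlation as distance and average linkage. The branch with the Clade III genes held 12 *GmCOL*s, which were all 10 Clade III genes included in the clustering and 2 genes of Clade II. It joined the branch of the other Clade I and Clade II genes at a correlation of -0.40. The same members made up this branch with complete linkage, with Spearman correlation, with log2 values and with each replicate left out. With Euclidean distance on RPKM, it held 21 *GmCOL*s, since *GmCOL1b* alone stood apart. These correlations run over group means, which are not independent replicates.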

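Over the 42 group means under SD and LD, *GmCOL7a* of Clade II had a Pearson correlation of 0.976 with *GmCOL9a* and 0.952 with *GmCOL8a*, both of Clade III, and 0.927 with its homeolog *GmCOL7b*. The correlation of *GmCOL7b* was 0.937 with *GmCOL9a* and 0.923 with *GmCOL8b*. It was 0.843 with *GmCOL8a* and 0.842 with *GmCOL9b*, below that with its homeolog. With *GmCOL6a* of its own clade, *GmCOL7a* had a correlation of 0.146. *GmCOL7a* and *GmCOL7b* both peaked at T5 in all 7 genotypes under SD and under LD.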

An exception was *GmCOL7a* and *GmCOL7b* from Clade II clustering together with *GmCOL8a*/*GmCOL8b* and *GmCOL9a*/*GmCOL9b* from Clade III, creating a sub-clade nested under the cluster of Clade III genes (Figure 3). This observation is consistent with the similarity in their mRNA abundance in response to the photoperiod shift (Figure 2). All pairs of homeologous genes derived from the last genome duplication clustered together, except the *GmCOL7a/mCOL7b, GmCOL8a/GmCOL8b* and *GmCOL9a/GmCOL9b* pairs (Figure 3).

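Of the 11 homeologous pairs in the clustering, 7 joined as sisters: *GmCOL1*, *GmCOL3*, *GmCOL4*, *GmCOL5*, *GmCOL6*, *GmCOL12* and *GmCOL13*. *GmCOL8a* joined *GmCOL9b* (r = 0.980) and *GmCOL8b* joined *GmCOL9a* (r = 0.979). *GmCOL11a* and *GmCOL11b* did not join as sisters, since their correlation was 0.667 and *GmCOL11a* had its highest correlation with *GmCOL9b* (0.904). With Spearman correlation and with log2 values, 6 pairs joined, and with Euclidean distance 4. From the clusters, the paper concludes that regulatory mechanisms diverged rapidly among *GmCOL*s while recently derived homeologs stayed conserved.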

**Figure 3:**
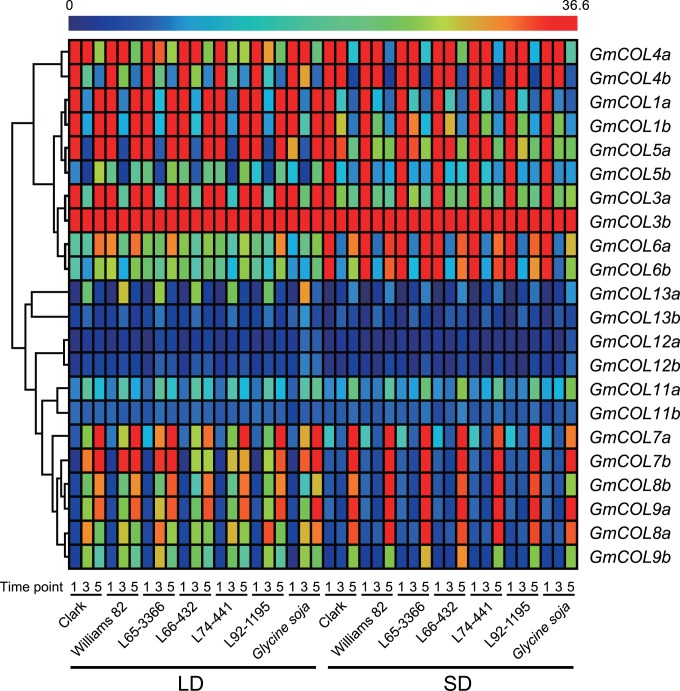
Hierarchical clustering of *GmCOL*s based on their mRNA abundance under LD and SD. *GmCOL2a*, *GmCOL2b*, *GmCOL10a* and *GmCOL10b* are excluded due to their extreme low abundance. To demonstrate the variation in the mRNA abundance, a rainbow color scheme was used in which red indicates high expression and blue indicates low expression.

### *GmCOL1a* and *GmCOL1b* Show a Diurnal Rhythm with a Peak before Dawn under SD

*GmCOL1a, GmCOL1b, GmCOL2a* and *GmCOL2b* mRNA accumulation was further characterized by qRT-PCR at all six time points. The diurnal expression patterns of *GmCOL1a* and *GmCOL1b* observed by qRT-PCR corresponded very well with the RNA sequencing results (Figure 4). However, *GmCOL2a* and *GmCOL2b* showed less conserved patterns between RNA sequencing and qRT-PCR, likely due to their extreme low abundance.

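In the RNA sequencing data, the mean of *GmCOL2a* under SD was highest at T5 in 4 genotypes and at T1 in 3, and the counts for *GmCOL2b* were the same. Under LD, *GmCOL2a* was highest at T3 in 6 genotypes and *GmCOL2b* in 7. The median SD among the 3 replicates at T1 under SD was 47.0% of the mean for *GmCOL2a* and 44.3% for *GmCOL2b*, against 12.5% for *GmCOL1a*. All 21 samples at T1 under SD together held 168 reads of *GmCOL2a* and 90 of *GmCOL2b*.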

**Figure 4:**
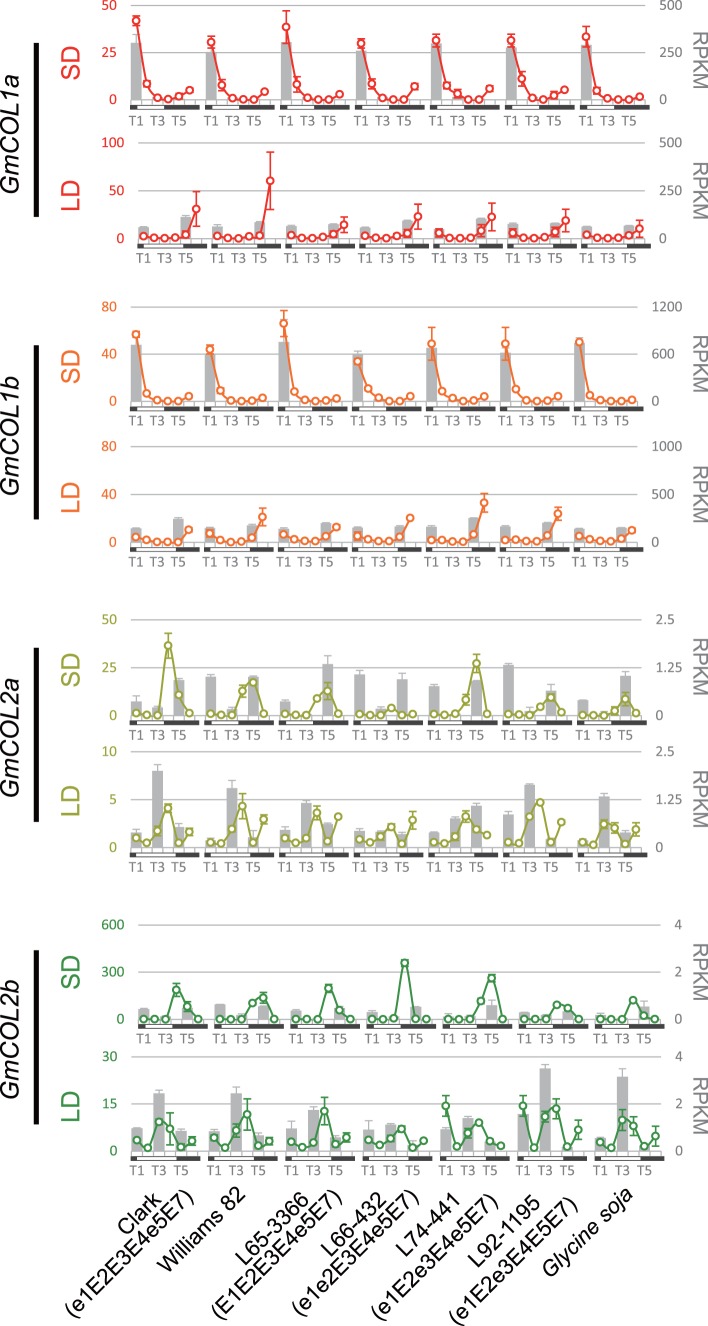
mRNA abundance of *GmCOL1a, GmCOL1b, GmCOL2a* and *GmCOL2b*. Circles and solid lines represent the data obtained by qRT-PCR, and gray bars represent the data obtained by RNA sequencing. Relative expression levels of qRT-PCR among the samples in each panel are shown on the left, and RPKM values of RNA sequencing are shown on the right. SD is 10 hours light (6∶45–16∶45) and LD is 16 hours light (6∶45–22∶45). Time points T1–T6 represent 6∶30, 10∶30, 14∶30, 18∶30, 22∶30 and 2∶30. Note that RNA sequencing samples contain three representative time points: T1, T3 and T5.

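Under LD, the mean of *GmCOL1a* was 10.1 ± 2.73 RPKM at T3 and 81.7 ± 16.8 RPKM at T5, and that of *GmCOL1b* was 12.1 ± 3.13 and 161 ± 34.2 RPKM (n = 21 samples each). Among T1, T3 and T5, *GmCOL1a* was highest at T5 in 6 genotypes under LD and at T1 in 1, and *GmCOL1b* was highest at T5 in all 7. The F-test over time points under LD gave adjusted p = 1.31e-50 for *GmCOL1a* and 7.96e-61 for *GmCOL1b*. The correlation of *GmCOL1a* with *GmCOL1b* over the 42 group means was 0.997.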

*GmCOL1a* and *GmCOL1b* demonstrated similar expression patterns to each other, with a diurnal rhythm in both SD and LD (Figure 4). Under SD, *GmCOL1a* and *GmCOL1b* expression rose in late night (T6: 2:30), peaked at dawn (T1: 6:30) and declined sharply over the next four hours (T2: 10:30). The abundance remained low during the day and after dusk until late night. Under LD, *GmCOL1a* and *GmCOL1b* expression remained low during the day and early evening, peaked in the middle of the night (T6: 2:30) and declined before dawn. In general, expression patterns of *GmCOL1a* and *GmCOL1b* demonstrated similarity among the seven genotypes under SD in general. 

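At T1 under SD, the highest mean of a genotype was 1.21 times the lowest for *GmCOL1a* and 1.27 times for *GmCOL1b*. At T3 these ratios were 1.74 and 1.43, and at T5 1.45 and 1.51. The limma F-test among genotypes under SD gave adjusted p = 0.56 for *GmCOL1a* and 0.70 for *GmCOL1b*.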

Notable variations among the genotypes, however, appeared in LD: higher peak expression of *GmCOL1a* at T6 (2∶30) in Clark and Williams 82 than in other genotypes, and higher expression of *GmCOL1b* at T6 (2∶30) in a near isogenic line (NIL), L74-441 (e1E2e3E4e5E7).

*GmCOL2a* and *GmCOL2b* exhibited a similar diurnal expression rhythm under SD, but their rhythmic expression patterns were less clear under LD (Figure 4). In clear contrast to *GmCOL1a* and *GmCOL1b*, expression of *GmCOL2a* and *GmCOL2b* in SD peaked after dusk (T4: 18:30) and declined during the night. Under LD, their expression appeared to peak at two time points: T4 (18∶30) and T6 (2∶30).

### *GmCOL1a* and *GmCOL1b* Coincide with *GmFT5a* under SD

Abundance of *GmFT2a* and *GmFT5a* mRNA accumulation peaks at 3–4 hours after dawn under SD [33]. Similarly, our RNA sequencing and qRT-PCR results indicated that *GmFT5a* expression rose in late night (T6: 2:30), peaked at dawn (T1: 6:30) and declined sharply over the next four hours (T2: 10:30) under SD, whereas no expression was detected under LD (Figure 5). 

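In the RNA sequencing data, *GmFT5a* had a mean of 53.2 ± 11.3 RPKM at T1, 19.6 ± 3.12 RPKM at T3 and 14.3 ± 3.19 RPKM at T5 under SD (n = 21 samples each), and the mean was highest at T1 in all 7 genotypes. Under LD, the means were 0.680 ± 0.649, 0.585 ± 0.901 and 0.644 ± 0.697 RPKM. These rest on 0 to 40 reads per sample, with 26 of 63 samples under LD at or below 3 reads, the floor of detection. The log2 difference of SD minus LD was 5.08 (standard error 0.108, adjusted p = 2.74e-60) at T1, 3.81 (standard error 0.108, adjusted p = 8.57e-51) at T3 and 3.28 (standard error 0.108, adjusted p = 1.79e-45) at T5. With 1 RPKM added before the log, differences from such low values are shrunk. Across the alternative settings, the difference was 4.98 to 6.96 at T1, 3.74 to 5.88 at T3 and 3.11 to 4.94 at T5. Under SD, the difference of T1 minus T3 was 1.38 (standard error 0.108, adjusted p = 1.12e-20) on the log2 scale.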

Peak expression of *GmFT5a* occurred at T2 (10∶30) in all genotypes except L66-432 (e1e2E3E4e5E7), in which *GmFT5a* peaked at T1 (6∶30). 

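Across the 21 samples at T1 under SD, *GmFT5a* and *GmCOL1b* had a Pearson correlation of -0.69 (permutation test, p = 1.80e-04, adjusted p = 0.0013 over 7 relations) and a Spearman correlation of -0.56 (permutation test, p = 0.01, adjusted p = 0.071). For *GmCOL1a*, r was -0.61 (permutation test, p = 0.003, adjusted p = 0.011) and rho was -0.51 (permutation test, p = 0.02, adjusted p = 0.071). Without the 2 samples farthest from the median of the *GmCOL* gene, r was -0.55 for *GmCOL1b* and -0.51 for *GmCOL1a*. Within replicate letters A, B and C (7 samples each), r was -0.13, -0.84 and -0.51 for *GmCOL1b*, and -0.10, -0.88 and 0.17 for *GmCOL1a*, so the relation did not hold within every letter. Samples of the same letter also deviated together at T1 under SD (mean correlation 0.243). A difference between letters thus remains as an explanation of part of the pooled r. At T3 and T5, r with *GmFT5a* was -0.09 and 0.12 for *GmCOL1b*, with adjusted p = 0.81 for both in the permutation test.

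**Figure D5:**
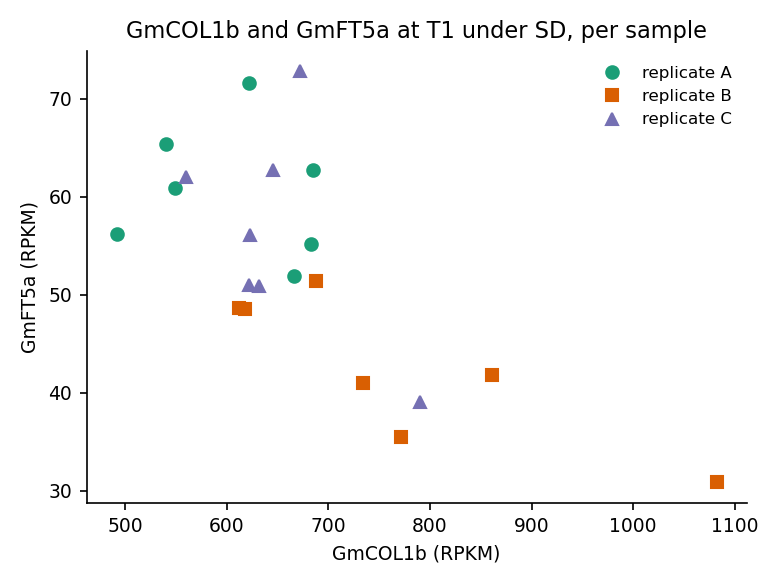
mRNA abundance of *GmFT5a* (y axis, RPKM) against *GmCOL1b* (x axis, RPKM) in the 21 samples at T1 under SD, with 1 point per sample and a symbol for each replicate letter. The pooled r is -0.69, and within letters it is between -0.84 and -0.13.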

The mRNA abundance of *GmFT5a* corresponds very well with that of *GmCOL1a* and *GmCOL1b,* which peaked at dawn under SD preceding the *GmFT5a* peak (Figures 4 and 5).

**Figure 5:**
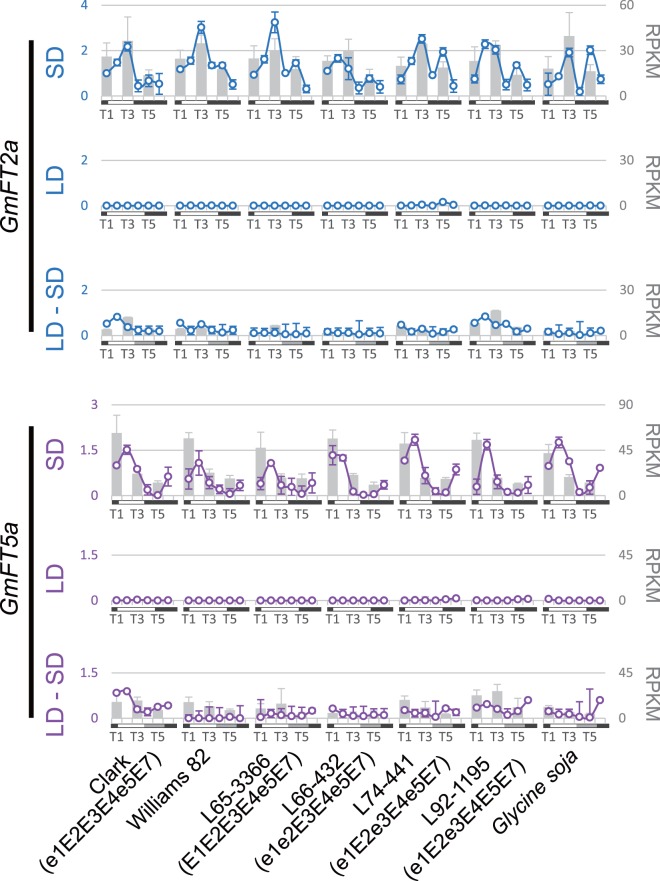
mRNA abundance of *GmFT2a* and *GmFT5a*. Circles and solid lines represent the data obtained by qRT-PCR, and gray bars represent the data obtained by RNA sequencing. Relative expression levels of qRT-PCR among the samples in each panel are shown on the left, and RPKM values of RNA sequencing are shown on the right. SD is 10 hours light (6∶45–16∶45), LD is 16 hours light (6∶45–22∶45) and LD-SD is a shift from three weeks LD to 5 days SD. Time points T1–T6 represent 6∶30, 10∶30, 14∶30, 18∶30, 22∶30 and 2∶30. Note that RNA sequencing samples contain three representative time points: T1, T3 and T5.

Like *GmFT5a, GmFT2a* showed expression under SD but not under LD. However, the expression pattern of *GmFT2a* under SD appeared different from that of *GmFT5a*: it peaked at T3 (14∶30), declined at T4 (18∶30) and increased again at T5 (22∶30). 

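The mean of *GmFT2a* under LD was 0.195 ± 0.142 RPKM at T1, 0.205 ± 0.493 RPKM at T3 and 0.147 ± 0.186 RPKM at T5 (n = 21 samples each), and 56 of 63 samples were at or below 3 reads. The highest sample under LD, from L74 at T3, had 2.30 RPKM. The log2 difference of SD minus LD was 4.27 (standard error 0.112, adjusted p = 3.30e-53) at T1, 4.89 (standard error 0.112, adjusted p = 3.99e-58) at T3 and 3.82 (standard error 0.112, adjusted p = 2.16e-49) at T5. The 1 RPKM added before the log shrinks differences from values as low as those under LD. Across the alternative settings, the difference was 4.05 to 6.75 at T1, 4.84 to 7.84 at T3 and 3.61 to 6.77 at T5.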

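Among the sequenced time points under SD, *GmFT2a* had a mean of 22.9 ± 6.71 RPKM at T1, 34.3 ± 8.70 RPKM at T3 and 15.8 ± 4.93 RPKM at T5 (n = 21 samples each). T1 minus T3 was -0.58 (standard error 0.112, adjusted p = 3.53e-06) on the log2 scale, T3 minus T5 was 1.10 (standard error 0.112, adjusted p = 5.59e-15) and T1 minus T5 was 0.52 (standard error 0.112, adjusted p = 3.39e-05). With 1 replicate letter left out, T1 minus T3 was -0.88 to -0.22, T3 minus T5 0.81 to 1.42 and T1 minus T5 0.41 to 0.59. The standard errors treat the 21 samples of a time point as independent. Samples of the same letter deviated together, with a mean correlation of 0.243 at T1 and 0.229 at T3 under SD. The standard errors and adjusted p values may thus be too small. The mean was lower at T5 than at T1 in 7 of 7 genotypes.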

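At T5 under SD, the mean of *GmFT2a* over the 12 samples of L65, L74, L92 and *G. soja* was 16.7 ± 5.27 RPKM, and over the 9 samples of Clark, Williams 82 and L66 it was 14.4 ± 4.37 RPKM. The difference was within the spread of the samples (two-sided exact permutation test over 293930 splits, p = 0.30). The mean at T5 relative to T3 was 0.590 in L65, 0.544 in L74, 0.414 in L92 and 0.413 in *G. soja*. It was 0.377 in Clark, 0.509 in Williams 82 and 0.390 in L66. The value of L66 includes replicate B at T5, whose mean correlation with its own group was low (0.818). T4, between T3 and T5, was not sequenced.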

The second peak was more apparent in L65-3366 (E1E2E3E4e5E7), L74-441 (e1E2e3E4e5E7), L92-1195 (e1E2e3E4E5E7) and *G. soja* than in other genotypes. This second peak of *GmFT2a* seems to overlap with the peak expression of *GmCOL2a* and *GmCOL2b* (Figures 4 and 5).

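At T5 under SD, the mean of *GmCOL2a* was 0.834 ± 0.293 RPKM and that of *GmCOL2b* 0.472 ± 0.197 RPKM, against 0.770 ± 0.511 and 0.381 ± 0.312 RPKM at T1 and 0.173 ± 0.213 and 0.122 ± 0.0878 RPKM at T3 (n = 21 samples each). The differences between T5 and T1 were smaller than the SD over samples for both genes, whose values rest on few reads.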

### Rapid Divergence of *GmCOL* Regulatory Mechanisms

Comparison of the 2.5 kb upstream intergenic region of *GmCOL1a*, *GmCOL1b*, *GmCOL2a* and *GmCOL2b* showed highly conserved promoter sequences of homeologous genes derived from the last genome duplication (Figure 6). *GmCOL1a* and *GmCOL1b* shared high sequence similarity throughout the coding region and the 2.5 kb upstream intergenic region. Similarly, *GmCOL2a* and *GmCOL2b* displayed high similarity in the coding region and a restricted upstream intergenic region (0.5 kb). In contrast, comparison between homeologous genes derived from the earlier genome duplication, *GmCOL1a/GmCOL1b* and *GmCOL2a/GmCOL2b*, showed less or no obvious similarity in the coding region and the upstream intergenic region, which is consistent with their diverse mRNA expression patterns. Other *GmCOL*s demonstrated similar trends in sequence divergence of the upstream intergenic region: high similarity between homeologous gene pairs derived from the last genome duplication and no similarity among homeologous genes derived from the earlier genome duplication (data not shown), due to the longer evolutionary time.

**Figure 6:**
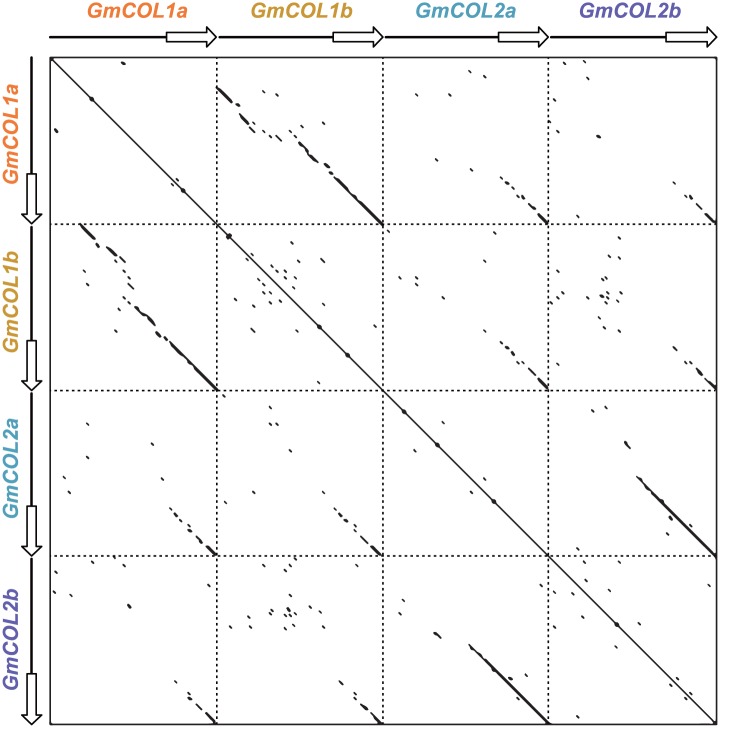
Comparison of the 2.5*GmCOL1a*, *GmCOL1b*, *GmCOL2a* and *GmCOL2b*. Empty arrows indicate the coding sequence (introns were excluded); lines indicate the upstream intergenic region. Conserved sequences between two sequences are evident from the detected diagonal dotted lines. The dot plot was created using the Nucleic Acid Dot Plots program, with the following parameters: window size: 11; mismatch limit: 0.

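Over the 42 group means under SD and LD, *GmCOL5a* had a Pearson correlation of 0.978 with *GmCOL1a*, 0.976 with *GmCOL1b* and 0.996 with its homeolog *GmCOL5b*. Its mean under LD was 1.80 ± 0.733 RPKM at T3 and 33.1 ± 7.11 RPKM at T5 (n = 21 samples each). The highest of the 3 time points under LD was T5 in all 7 genotypes, as it was for *GmCOL1b*.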

Despite the striking similarity observed in the mRNA abundance of *GmCOL5a* and *GmCOL1a/GmCOL1b* in response to photoperiods (Figure 3), no sequence similarity was observed in the upstream intergenic region (data not shown). Similarly, no sequence similarity was observed in the upstream intergenic region among *GmCOL7a*/*GmCOL7b*, *GmCOL8a*/*GmCOL8b* and *GmCOL9a*/*GmCOL9b*.

### GmCOL1a, GmCOL1b, GmCOL2a and GmCOL2b Share Conserved Protein Function

In marked contrast to *GmCOL*’s rapid evolution of regulatory sequences, their functional evolution is slower. To examine the protein function of GmCOL1a, GmCOL1b, GmCOL2a and GmCOL2b derived from the past genomic duplication events, we expressed the coding sequences of *GmCOL1a*, *GmCOL1b*, *GmCOL2a* and *GmCOL2b* under the control of the CaMV *35S* promoter in Arabidopsis plants carrying a mutation in the *CO* gene. While the *co-1* mutant showed significant late flowering compared to wild-type, the transgenic plants expressing *GmCOL1a*, *GmCOL1b*, *GmCOL2a* and *GmCOL2b* fully complemented the late flowering effect of *co-1* (Figure 7). This observation suggests that the protein function of GmCOL1a, GmCOL1b, GmCOL2a and GmCOL2b was highly conserved, despite the significant regulatory divergence between *GmCOL1a*/*GmCOL1b* and *GmCOL2a*/*GmCOL2b.*

**Figure 7:**
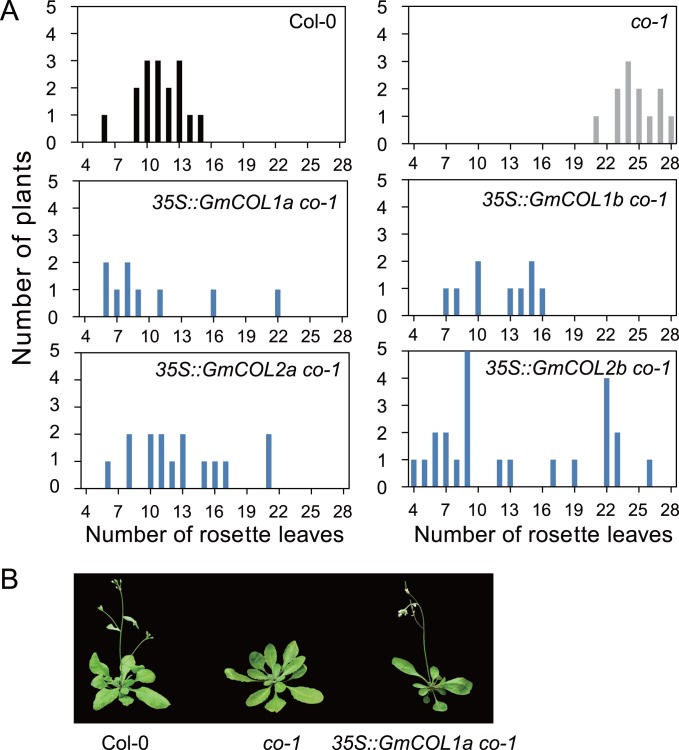
Overexpression of GmCOL1a, GmCOL1b, GmCOL2a and GmCOL2b rescued the late flowering phenotype of Arabidopsis *co-1* mutant. (A) The vertical axis indicates the number of T1 transgenic plants, and the horizontal axis indicates the number of rosette leaves. (B) Col-0 (left), *co-1* mutant (middle) and *co-1* mutant overexpressing GmCOL1a (right).

## Discussion

### GmCOL1a and GmCOL1b are Potential Flowering Inducers

We identified 26 COL homologs from the soybean genome and characterized their photoperiod response in mRNA accumulation, sequence divergence and protein function. The *CO* gene family participates in a wide range of events in plant development in response to photoperiodic signaling, including flowering [50], seedling growth [51], [52], dormancy [53] and tuberization [54] in vascular plants, as well as cell growth in the green algae *Chlamidomonas* [18]. Functional divergence of the *CO* gene family in Arabidopsis has been reported. For instance, despite their high sequence similarity with CO, COL1 and COL2 cause no changes in flowering time when ectopically expressed [55]. COL3 influences root growth and lateral root formation [51] and acts also as a repressor of flowering, unlike CO. Similar to COL3, COL9 represses flowering [56]. We observed that the soybean *CO* gene family, like its counterpart in Arabidopsis, showed highly diverse expression patterns while responding to photoperiods, strongly suggesting GmCOLs’ functional divergence in multiple aspects of soybean photoperiodic response, including flowering.

We gathered evidence indicating that homeologous GmCOL1a and GmCOL1b are inducers of flowering in soybean. A key piece of evidence supporting the role of GmCOL1a and GmCOL1b in flowering is that they complemented the function of Arabidopsis CO in our transgenic study (Figure 7). Further evidence for the role of GmCOL1a and GmCOL1b in flowering stems from their high sequence similarity to Arabidopsis CO (Figure 1A). Our phylogenetic analysis showed that two homeologous pairs of GmCOLs, GmCOL1a/GmCOL1b and GmCOL2a/GmCOL2b, clustered together with Arabidopsis CO and rice Hd1. Among *GmCOL*s, *GmCOL1a* and *GmCOL1b* showed the highest expression, while *GmCOL2a* and *GmCOL2b* showed extremely low expression and a weak peak after dusk (Figure 4), indicating the possibility of *GmCOL2a* and *GmCOL2b* becoming pseudogenes or evolving novel function.

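Averaged over the 63 samples at T1, T3 and T5 under SD, *GmCOL1b* had 236 RPKM, *GmCOL3b* 152 RPKM, *GmCOL1a* 101 RPKM and *GmCOL4a* 92.9 RPKM. Under LD, *GmCOL3b* had 129.8 RPKM, *GmCOL1b* 101 RPKM, *GmCOL4a* 68.6 RPKM and *GmCOL1a* 51.2 RPKM. *GmCOL2a* averaged 0.592 RPKM under SD and 0.707 RPKM under LD, and *GmCOL2b* 0.325 RPKM under SD and 1.015 RPKM under LD. By time point under LD, *GmCOL2b* had 0.745 ± 0.413 RPKM at T1, 1.89 ± 0.757 RPKM at T3 and 0.408 ± 0.251 RPKM at T5 (n = 21 samples each). It was higher than under SD at T1 and T3. At T5 it was not, with 0.472 RPKM under SD (limma, log2 difference of SD minus LD 0.07, adjusted p = 0.43).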

Offering more support for their role in flowering, *GmCOL1a* and *GmCOL1b* display strong photoperiod responsiveness in two ways. 

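At T5, the log2 difference of SD minus LD was -3.48 for *GmCOL1a* (standard error 0.0885, adjusted p = 2.94e-54) and -3.85 for *GmCOL1b* (standard error 0.0849, adjusted p = 3.69e-59). At T3 it was 0.41 for *GmCOL1a* (adjusted p = 3.33e-05), and *GmCOL1b* was also higher under SD (adjusted p = 7.35e-19). The interaction of photoperiod and time point in limma gave adjusted p = 6.90e-60 for *GmCOL1a* and 3.32e-65 for *GmCOL1b*, with the other 22 *GmCOL*s tested also past the threshold.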

First, the mRNA abundance level and patterns of *GmCOL1a* and *GmCOL1b* showed striking discrepancies between SD and LD, with a high peak under flowering-inductive SD (Figure 4). 

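Averaged over the 7 genotypes, LD-SD minus LD at T1 was 1.99 (standard error 0.124, adjusted p = 7.02e-31) for *GmCOL1a*, 2.21 (standard error 0.126, adjusted p = 2.44e-34) for *GmCOL1b*, 0.83 (standard error 0.0748, adjusted p = 3.18e-19) for *GmCOL3a* and 2.09 (standard error 0.126, adjusted p = 4.75e-32) for *GmCOL5a* on the log2 scale. All 7 genotypes were past the threshold for each of these genes at T1. Against plants kept under SD, LD-SD minus SD at T1 was -0.24 (standard error 0.124, adjusted p = 0.13) for *GmCOL1a*, -0.17 (standard error 0.126, adjusted p = 0.35) for *GmCOL1b*, -0.02 (standard error 0.0748, adjusted p = 0.88) for *GmCOL3a* and -0.70 (standard error 0.126, adjusted p = 4.36e-06) for *GmCOL5a*. The paper reasons from this responsiveness to photoperiod to a role of *GmCOL1a* and *GmCOL1b* in flowering.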

Second, *GmCOL1a* and *GmCOL1b,* as well as *GmCOL3a* and *GmCOL5a,* exhibited a strong response to the photoperiod shift (Figure 2). Taken together, our results suggest that *GmCOL1a* and *GmCOL1b* are inducers of photoperiodic flowering. Our work may also indicate that photoperiodic flowering regulation by the *CO* gene family in flowering plants stems from an ancestral gene of Clade I that harbors Arabidopsis CO and rice Hd1 as well as GmCOL1a and GmCOL1b.

### GmCOL1a and GmCOL1b are Potential Activators of *GmFT*s

Our expression study showed that the peak expression of *GmCOL1a* and *GmCOL1b* at dawn overlapped with the peak expression of *GmFT5a* in the morning under flowering inductive SD (Figures 4 and 5). This result may indicate that the regulatory interaction between CO and FT reported in Arabidopsis, rice and other flowering plants is conserved in soybean. However, further clarification is required to confirm this hypothesis.

In the SD flowering plants rice and Pharbitis, expression of *FT* homologs peaks at the end of the night under SD, consistent with SD flowering plants’ requirement of exposure to long nights. Our results and published findings show that *GmCOL1a* and *GmCOL1b* expression peaks at the end of the night when *GmFT5a* expression rises (Figures 4 and 5), indicating that a mechanism similar to the one in rice and Pharbitis measures photoperiod to regulate flowering in soybean.

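From T1 to T5 under SD, *GmFT5a* fell with *GmCOL1a* and *GmCOL1b*, by 1.83 on the log2 scale (standard error 0.108, adjusted p = 8.62e-28). The rise of *GmFT5a* from T6 to T2 lies outside the sequenced time points. From the overlap of the peaks, the paper raises the hypothesis, still to be clarified, of an interaction between CO and FT that is conserved in soybean.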

In contrast, *GmFT2a* expression peaks several hours after dawn in the afternoon, unlike the peak expression of *GmFT5a* in the morning. 

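In the shift experiment, *GmFT2a* was highest at T3 in 4 genotypes, at T1 in 2 and at T5 in 1, and *GmFT5a* was highest at T1 in 4 and at T3 in 3. The mean over 21 samples was 4.31 ± 2.88 RPKM at T1, 7.06 ± 6.30 RPKM at T3 and 2.94 ± 2.51 RPKM at T5 for *GmFT2a*, and 14.2 ± 6.85, 13.2 ± 9.27 and 6.27 ± 4.14 RPKM for *GmFT5a*.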

The time lag between the peak expression of *GmCOL*s and *GmFT2a* may suggest that unidentified mechanisms are necessary for *GmFT2a* induction. Such mechanisms may include soybean GI homologs. In Arabidopsis, GI is known to induce *FT* expression independently of CO [11], [12]. Similarly, the *GI* homolog *LATE1* in pea regulates the pea *FT* homolog *FTL* but has only minor effect on the expression of a pea *CO* homolog [57]. 

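The mean mRNA abundance of *GmGIa* under SD was 0.912 ± 0.371 RPKM at T1, 87.4 ± 18.1 RPKM at T3 and 2.29 ± 0.718 RPKM at T5 (n = 21 samples each). It was highest at T3 in all 7 genotypes, where *GmFT2a* was highest too. Under LD, *GmGIa* was highest at T3 as well, with 44.2 ± 10.7 RPKM at T1 and 1.78 ± 0.713 RPKM at T5, and in LD-SD 102 ± 25.8 RPKM at T3. Across the 21 samples at T3 under SD, *GmGIa* and *GmFT2a* had a Pearson correlation of 0.12 (permutation test, p = 0.60) and a Spearman correlation of -0.09 (permutation test, p = 0.70). The value of r without the 2 samples farthest from the median of *GmGIa* was 0.19.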

Supporting this hypothesis, we observed that *GmGIa*, the causal gene of the maturity locus E2, peaked at T3 (14∶30), corresponding well with the peak expression of *GmFT2a* (Figure S2). In addition, *GmFT2a* expression was considerably low in the NIL L66-432 (e1e2E3E4e5E7) that carried the recessive e2 allele and showed lower accumulation of *GmGIa* at T3 (14∶30) (Figures 5 and S2).

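At T3 under SD, *GmGIa* had 46.2 ± 1.74 RPKM in the 3 samples of L66 and 94.3 ± 5.99 RPKM in the 18 samples of the other genotypes, and no sample of another genotype was as low (two-sided exact permutation test, p = 0.0015, the smallest that 1330 splits allow). The same p was found under LD, with 53.4 against 89.1 RPKM, and in LD-SD, with 51.1 against 111 RPKM. In limma, L66 minus the other genotypes was -1.01 for *GmGIa* under SD (standard error 0.226, adjusted p = 0.0097), -0.71 under LD (adjusted p = 0.44) and -1.09 in LD-SD (adjusted p = 0.003). With any replicate left out, 0 of these contrasts passed the adjusted threshold, while the difference under SD was -1.03 to -0.99. All 3 passed with the replicate letter as a block within each photoperiod and time point, and also without the sample of L92 at T5 whose replicate letter is unclear. *GmFT2a* at T3 under SD had 30.3 ± 7.17 RPKM in the 3 samples of L66 and 34.9 ± 8.94 RPKM in the 18 samples of the other genotypes (two-sided exact permutation test, p = 0.41), and the limma difference was -0.19 (standard error 0.303). In LD-SD, it had 1.85 RPKM in L66 and 7.93 ± 6.40 RPKM in the other genotypes (two-sided exact permutation test, p = 0.021), and 3 of the 18 other samples lay below the highest of L66. With these lines, the paper argues for GI homologs as a possible part of the induction of *GmFT2a*.

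**Figure D6:**
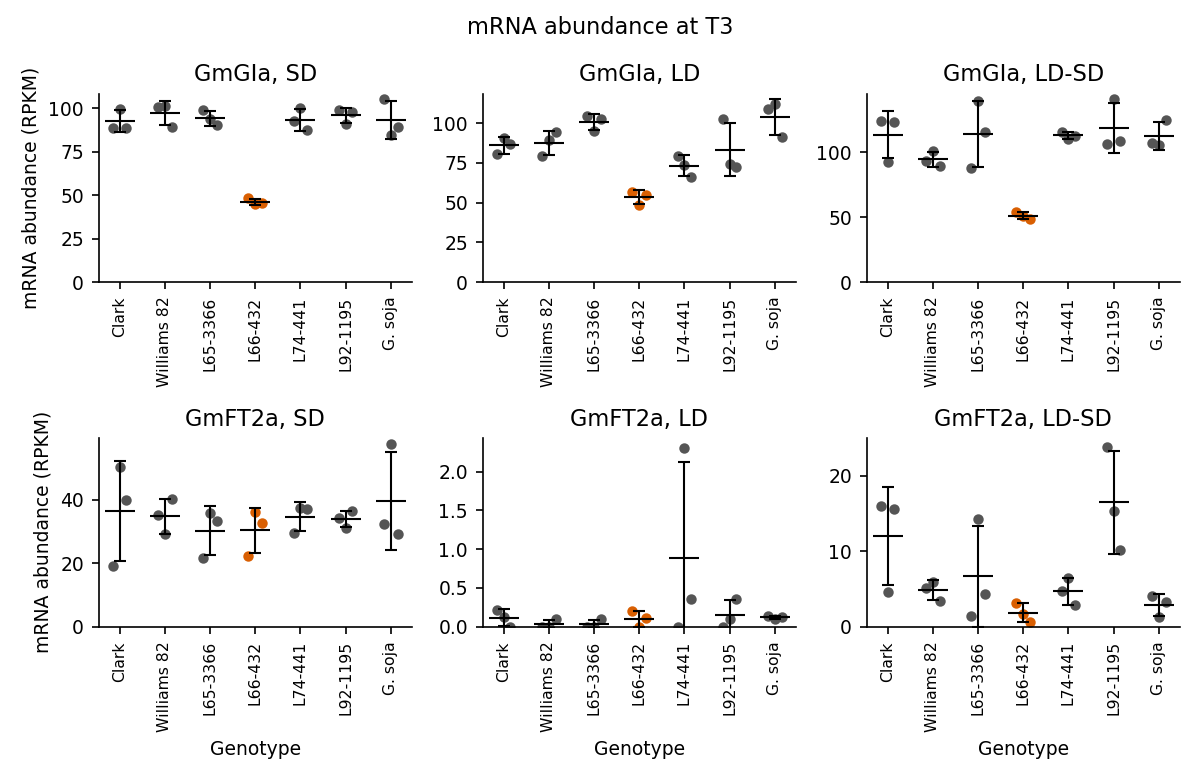
mRNA abundance (y axis, RPKM) of *GmGIa* and *GmFT2a* at T3 in the 7 genotypes (x axis) under SD, LD and LD-SD, with 1 point per sample, the mean as a bar and the SD as whiskers (n = 3), and the y axis of each panel scaled on its own. *GmGIa* is lowest in L66 (orange) under every photoperiod, while *GmFT2a* under SD is 30.3 RPKM in L66 and 34.9 RPKM in the others.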

Another clear difference between *GmFT2a* and *GmFT5a* is that *GmFT2a* exhibits a second expression peak during the night under SD (Figure 5), which coincides with the peak expression of *GmCOL2a* and *GmCOL2b* (Figures 4 and 5). The role of the *GmFT2a* second peak in flowering regulation and the possible involvement of *GmCOL2a* and *GmCOL2b* in *GmFT2a* induction are currently unclear.

### Accelerated Regulatory Evolution of *GmCOL*s

How gene function diversifies following gene duplication is a major question in evolutionary biology. It has been suggested that regulatory divergence, as well as protein functional divergence, is the primary evolutionary source of novel gene function [58]–[60]. Our results show that regulatory sequence divergence among *GmCOL1a/GmCOL1b* and *GmCOL2a/GmCOL2b* preceded their protein functional divergence (Figures 4, 6 and 7), supporting the importance of regulatory divergence that may lead to functional evolution of duplicated genes. Providing further insight into regulatory evolution of the *GmCOL* gene family, the mRNA accumulation of *GmCOL5a*, which belongs to Clade II, showed a photoperiodic response resembling that of *GmCOL1a* and *GmCOL1b* in Clade I (Figure 2). The striking similarity in the photoperiodic regulation of mRNA accumulation among distantly related *GmCOL1a*/*GmCOL1b* and *GmCOL5a* may indicate rewiring of genetic networks through evolution of co-regulation mechanisms among them. Similarly, remarkable resemblance observed in the mRNA abundance of *GmCOL7a*/*GmCOL7b* in Clade II and *GmCOL*s in Clade III may also imply that regulatory evolution leads to re-arrangement of genetic interactions and, hence, evolution of novel function. Although further study is required to clarify their regulatory interaction and function, our work demonstrates dynamic evolution of the soybean *COL* genes and their regulatory mechanisms that may underlie the evolution of the photoperiodic signaling in soybean.

## Supporting Information

Figure S1 **Comparison of B-box 1, B-box 2 and CCT domains of COL homologs.** Amino acid sequences of B-box 1, B-box 2 and CCT domains of COL homologs in Clades I, II and III in Arabidopsis (At) and soybean (Gm) are compared. Conserved amino acids are shown in large characters for visualization created by Weblogo (Crooks et al., 2004). CO homologs in Clade II do not contain B-box 2.
(DOCX) Click here for additional data file.

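The expression of the maturity genes was measured on the transcripts of the loci named in the legend. *E1* had at most 32 reads in a sample and was listed at 0 in 120 of 189 samples. Its mean under LD was 1.22 ± 0.787 RPKM at T1, 1.23 ± 0.668 RPKM at T3 and 0.0526 ± 0.0815 RPKM at T5 (n = 21 samples each), while under SD 63 of 63 samples were at or below 3 reads. At T1 under LD, the means of the genotypes ranged from 0.564 ± 0.539 RPKM in L74 to 2.49 ± 1.03 RPKM in L92 (n = 3 each), and the F-test among genotypes under LD gave adjusted p = 2.76e-09. *GmPHYA3* had 8.09 ± 1.58 RPKM at T5 under SD and 6.45 ± 1.33 RPKM under LD, its highest time point in all 7 genotypes under both. *GmPHYA2* had 25.2 ± 2.71 RPKM at T1 under SD and 11.9 ± 3.09 RPKM under LD. The log2 difference of SD minus LD at T1 was -4.55 for *GmGIa*, 1.04 for *GmPHYA3* and 1.06 for *GmPHYA2* (standard error 0.0738, 0.0769 and 0.0705). The difference of *GmGIa* is shrunk by the 1 RPKM added before the log, since its values at T1 under SD were low.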

Figure S2 **mRNA abundance of** ***Glyma06g23026/E1, Glyma10g36600/E2/GmGIa, Glyma19g41210/E3/GmPHYA3*** **and** ***Glyma20g22160/E4/GmPHYA2*** **measured by RNA sequencing.** RPKM values are displayed on the left. SD is 10 hours light (6∶45–16∶45), LD is 16 hours light (6∶45–22∶45), and LD-SD is a shift from three weeks LD to 5 days SD. Samples are three representative time points: T1 (6∶30), T3 (14∶30) and T5 (22∶30).
(DOCX) Click here for additional data file.

Table S1 **Primers used for this work.**
(XLSX) Click here for additional data file.

# Supplementary material for: Functional and Evolutionary Characterization of the CONSTANS Gene Family in Short-Day Photoperiodic Flowering in Soybean
**Source:** PLoS One. 2014 Jan 21;9(1):e85754. doi: 10.1371/journal.pone.0085754
**Supplement:** Figure S1 — Comparison of B-box 1, B-box 2 and CCT domains of COL homologs. Amino acid sequences of B-box 1, B-box 2 and CCT domains of COL homologs in Clades I, II and III in Arabidopsis (At) and soybean (Gm) are compared. Conserved amino acids are shown in large characters for visualization created by Weblogo (Crooks et al., 2004). CO homologs in Clade II do not contain B-box 2.

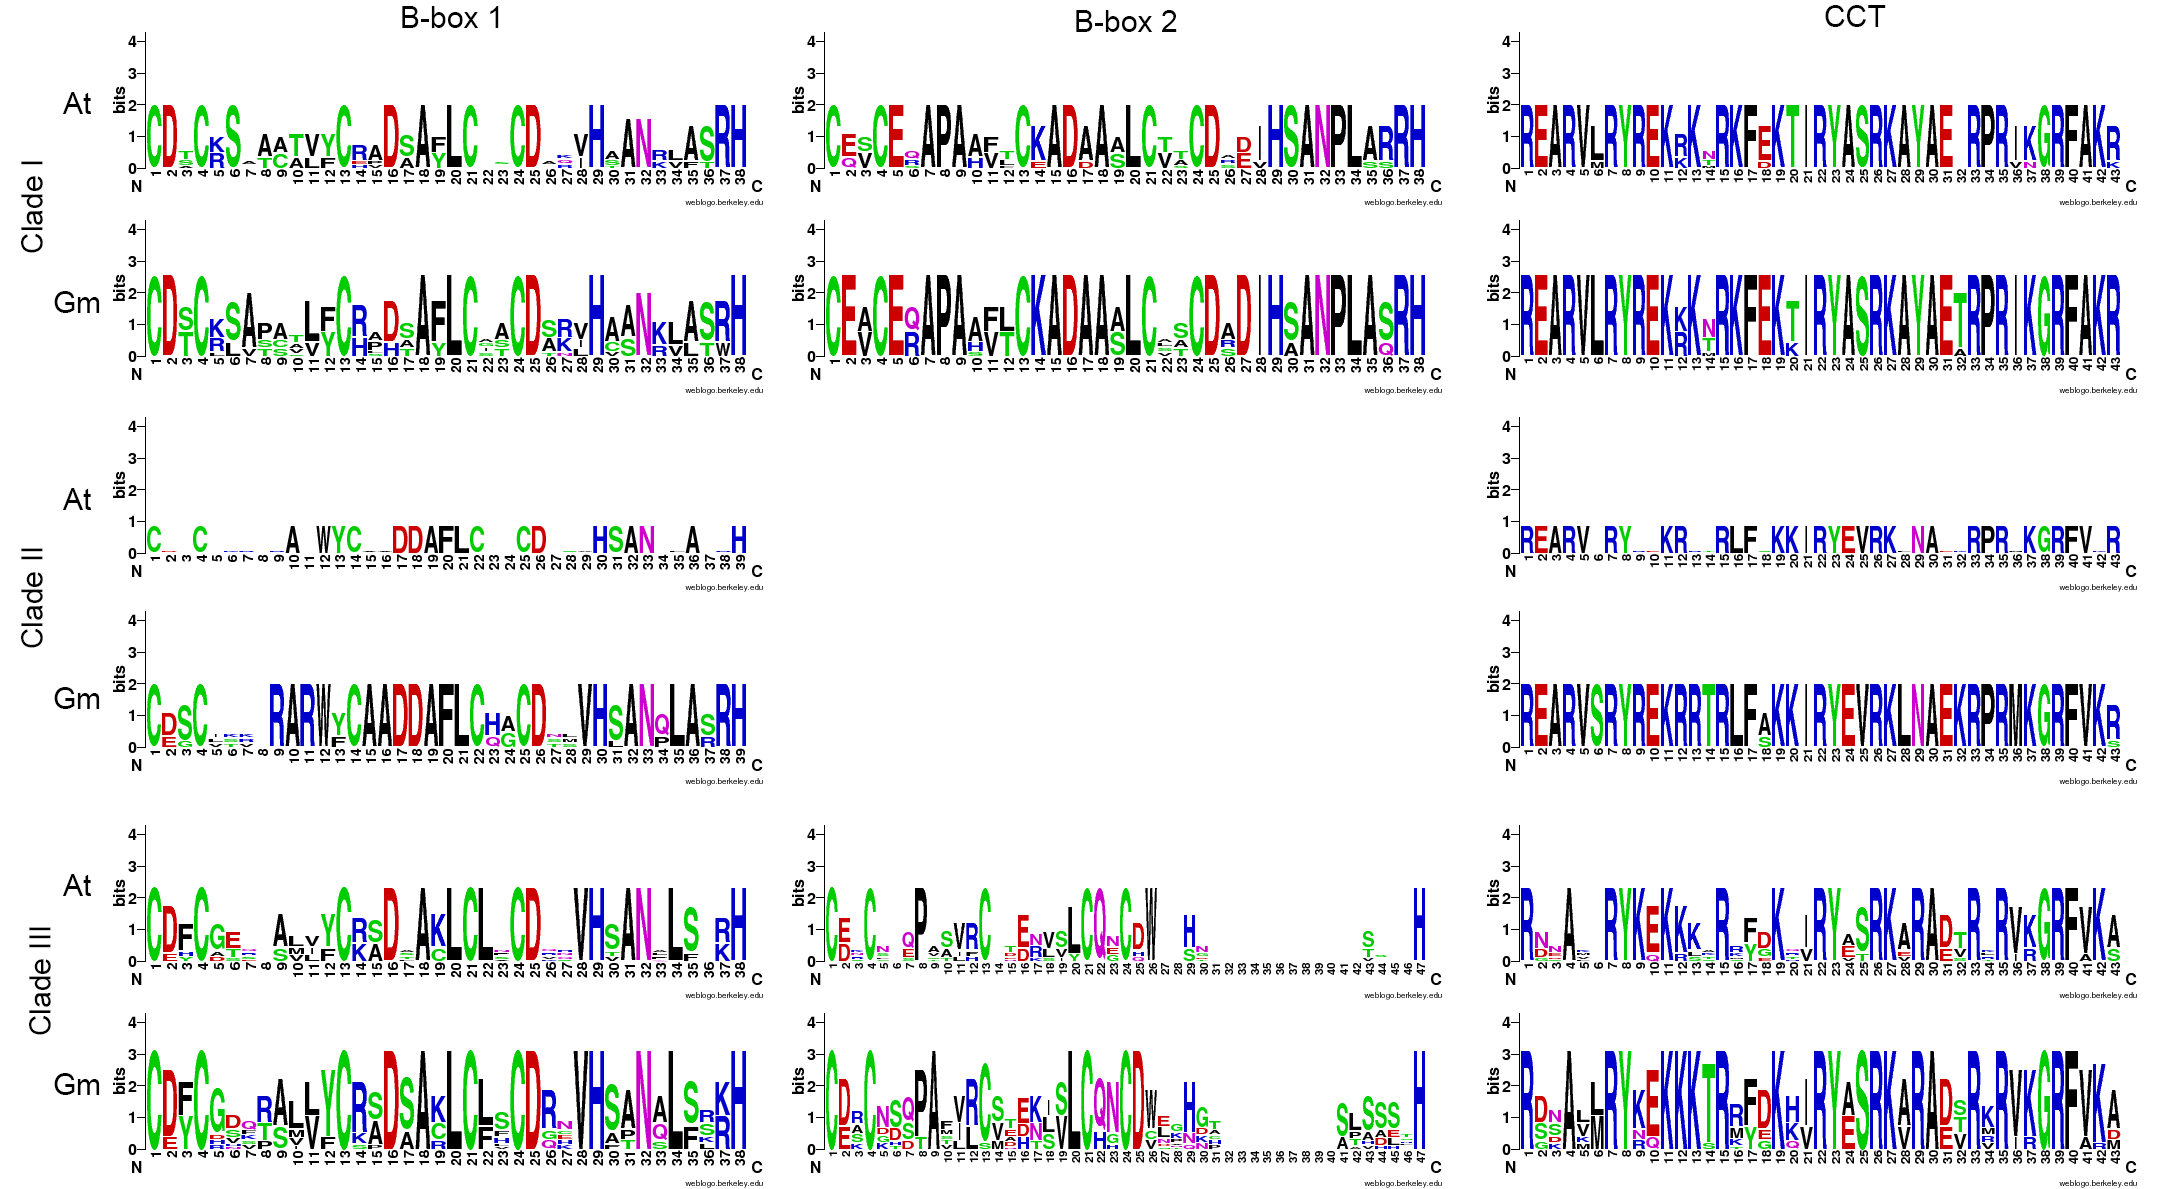

Figure S1. Comparison of amino acid sequences of B-box 1, B-box 2 and CCT domains of COL homologs in Clades I, II and III in Arabidopsis (At) and soybean (Gm). Conserved amino acids are shown in large characters for visualization created by Weblogo (Crooks et al., 2004). CO homologs in Clade II do not contain B-box 2

# Supplementary material for: Functional and Evolutionary Characterization of the CONSTANS Gene Family in Short-Day Photoperiodic Flowering in Soybean
**Source:** PLoS One. 2014 Jan 21;9(1):e85754. doi: 10.1371/journal.pone.0085754
**Supplement:** Figure S2 — mRNA abundance of Glyma06g23026/E1, Glyma10g36600/E2/GmGIa, Glyma19g41210/E3/GmPHYA3 and Glyma20g22160/E4/GmPHYA2 measured by RNA sequencing. RPKM values are displayed on the left. SD is 10 hours light (6∶45–16∶45), LD is 16 hours light (6∶45–22∶45), and LD-SD is a shift from three weeks LD to 5 days SD. Samples are three representative time points: T1 (6∶30), T3 (14∶30) and T5 (22∶30).

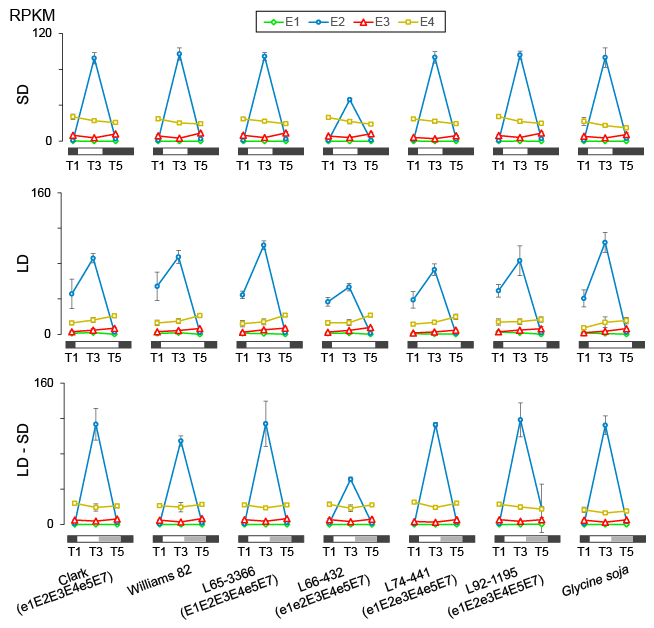

Figure S2. mRNA abundance of *Glyma06g23026/E1, Glyma10g36600/E2/GmGIa, Glyma19g41210/E3/GmPHYA3* and *Glyma20g22160/E4/GmPHYA2* measured by RNA sequencing. RPKM values are displayed on the left. SD is 10 hours light (6:45-16:45), LD is 16 hours light (6:45-22:45), and LD-SD is a shift from three weeks LD to 5 days SD. Samples are three representative time points: T1 (6:30), T3 (14:30) and T5 (22:30).

How the deposited data were processed for this re-analysis (not part of the article)

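Near isogenic lines are called by the first part of their names (L65, L66, L74 and L92). The samples were 189 RNA sequencing libraries of soybean, 3 for each of 63 groups of 7 genotypes, 3 photoperiod treatments (SD, LD and LD-SD) and 3 time points (T1, T3 and T5). The authors sequenced the libraries, checked the reads with FastX and FastQC, aligned them with Bowtie to the Williams 82 transcripts, counted reads on each transcript with their own program and deposited RPKM values for each library, without pooling replicates. The paper names no Bowtie version and no rule for reads that match several transcripts. Of the 73320 transcripts, 1 was left out because its value is infinite in every sample, and 1712 are listed at 0 in every sample. The gene loci of the deposited values had no counterpart in the reference gene table, so genes were named from the loci given in the paper.

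Each sample's condition was taken from its deposited label, and replicates from the letters A, B and C in the labels. In the shift experiment, 1 sample of L92 at T5 is called replicate B in the deposited values, while the sample records list replicates A, C and D for this group. It was kept in its group without a replicate letter, so the fits that leave out a letter all include it. For the depth, RPKM was treated as a whole number of reads divided by transcript length and by the mapped reads of the library, and the mapped reads that make the low values whole numbers were found for each library. On simulated data with 30000 transcripts, the depth was recovered in 6 of 6 libraries and 99.1% of reads exactly. A value of 3 reads or fewer was taken as the floor of detection.

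Differences were tested with limma 3.58.1 in R 4.3.3 on log2(RPKM + 1), with a coefficient for each group, eBayes with trend, transcripts with a mean of at least 0.1 RPKM over the samples of the fit, and an adjusted p (Benjamini-Hochberg) below 0.05. SD and LD samples were fitted together, and the 189 samples where LD-SD enters. SD minus LD and LD-SD minus LD were averaged over genotypes or taken for each genotype, and F-tests covered the time points, the genotypes and the interactions. The replicate letter was not a block in the main design, and the pairing by letter was checked through the correlation of deviations from group means. Samples of the same letter within a photoperiod and time point deviated together. Standard errors and p values of contrasts averaged over genotypes treat them as independent and may thus be too small. Counts for *GmCOL*s were also adjusted over the list of *GmCOL*s alone. Differences of single genes between sets of samples were tested by exact permutation, and correlations by 100000 permutations. Clustering used 1 minus the Pearson correlation with average linkage on group means of 22 *GmCOL*s, since the paper names no distance or linkage. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

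The genes named in the text are those for which the paper gives a locus, and the 2 transcripts with the largest rise and the 2 with the largest fall in SD against LD at T1 among those past the threshold and changed in the same direction in all 7 genotypes. The largest rise was that of *GmFT5a* itself. This rule was set before the values were seen. The limma steps were tested on simulated data, with 200 transcripts changed. SD minus LD at T1 recovered 98.0% of them among 61196 transcripts, the interaction of photoperiod and time point 74.5% and the time points 99.0%. A change in 1 genotype was recovered less often, for 19.0% among 61201 transcripts, and the interaction of genotype with LD-SD minus LD for 3.50% among 61206. The share of calls that fell on unchanged transcripts was 7.98%, 5.10%, 4.35%, 7.32% and 0% for these tests in this order. The alternatives tried were a pseudocount of 0.1, no filter, a minimum mean of 1 RPKM, a median-of-ratios factor per library, quantile normalization, each replicate letter left out, a replicate block, a fit of all 189 samples, no Glycine soja, the sum of all transcripts of a locus and eBayes without trend, and those added after seeing the data. The qRT-PCR values and the time points T2, T4 and T6 were not analysed here.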

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

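All tests in this part were chosen only after the result was seen. The genotypes' responses were compared by the interaction of genotype with SD minus LD, or with LD-SD minus LD, over the 3 time points (limma, 3 samples per group, adjusted over all transcripts). What drew attention to the first 7 results is a difference between groups, here the genotypes. SD minus LD differed among genotypes for 750 of 61237 transcripts, and LD-SD minus LD for 803 of 61180. Of 100 splits of the samples among the genotypes within each photoperiod and time point, 2 gave as many transcripts for SD minus LD, the real split included, and the highest other split gave 2197. For LD-SD minus LD, 1 of 100 splits gave as many, which was the real one, and the highest other split gave 465. The counts depended on the setting. Without Glycine soja they were 56 and 61, without one replicate letter 124 to 625 and 143 to 564, and with the letter as a block within each photoperiod and time point 2044 and 3673.

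*E1* under LD at T1 was highest in L92 (2.49 ± 1.03 RPKM, 3 of 3 samples above the median of the others) and lowest in L74 (0.564 ± 0.539 RPKM, 2 of 3 samples below it). The interaction of *E1* had an adjusted p of 0.0047, with a range of 0.0017 to 0.91 over its 19 alternatives, of which 12 stayed past the threshold. With voom on the recovered reads, which weighs each value by its read number, it was 0.91, and with a pseudocount of 0.1 it was 0.32. It was 0.012 with a median-of-ratios factor per library (library composition), and with the replicate letter as a block within each photoperiod and time point 0.0024. Without Williams 82 and without L65, whose 2 LD samples carry markers against their labels, the higher adjusted p was 0.015. Without L74 it was 0.27, without L92 0.062, and without one replicate letter 0.06 to 0.76, so the call is lost without either of the genotypes with the extreme means. Few reads and the scale on which low values are compared remain as explanations of the interaction, so a difference among genotypes in SD minus LD cannot be told apart from them. Within the LD samples alone, *E1* differed among genotypes (F-test, adjusted p = 2.76e-09). There, 26 of 63 samples were at or below 3 reads, so few reads remain as an explanation, and no alternative is given for this test.

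The response of E1 to the shift also differed among genotypes, with the LD values given above. The interaction of *E1* had an adjusted p of 1.09e-04, with a range of 1.59e-05 to 0.47 over its 20 alternatives, of which 16 stayed past the threshold. With voom on the recovered reads, which weighs each value by its read number, it was 0.47, and with a pseudocount of 0.1 it was 0.32. It was 4.55e-04 with a median-of-ratios factor per library (library composition), and with the replicate letter as a block within each photoperiod and time point 1.59e-05. Without L74 it was 0.099, and without one replicate letter 0.0078 to 0.36. Few reads and the scale of low values remain here too.

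*GmCOL13b* under LD at T1 was 5.30 ± 0.242 RPKM in Glycine soja, with 3 of 3 samples above every other sample, and 2.01 ± 0.363 RPKM in L74. The interaction of *GmCOL13b* had an adjusted p of 0.047, with a range of 0.013 to 1 over its 20 alternatives, of which 10 stayed past the threshold. With voom on the recovered reads, which weighs each value by its read number, it was 0.27, and with a pseudocount of 0.1 it was 0.15. It was 0.014 with a median-of-ratios factor per library (library composition), and with the replicate letter as a block within each photoperiod and time point 0.013. The call lies close to the threshold. It was lost without Glycine soja (1), and also without Clark (0.075), Williams 82 (0.087), L74 (0.11) or any replicate letter (0.28 to 0.93). A loss of mapped reads through sequence variants of Glycine soja would lower its values, under SD and LD alike, while its value under LD was higher. The fit without Glycine soja does not test this. 0 of 189 samples were at or below 3 reads of *GmCOL13b*, so the loss with voom does not show that few reads are the cause, while the scale of low values remains as an explanation.

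*GmFT2a* in LD-SD at T3 was highest in L92 (16.5 ± 6.86 RPKM, 3 of 3 samples above the median of the others) and lowest in L66 (1.85 ± 1.27 RPKM, 3 of 3 samples below it). The interaction of *GmFT2a* had an adjusted p of 0.0049, with a range of 1.24e-04 to 0.87 over its 21 alternatives, of which 15 stayed past the threshold. With voom on the recovered reads, which weighs each value by its read number, it was 0.87, and with a pseudocount of 0.1 it was 0.052. It was 0.0062 with a median-of-ratios factor per library (library composition), and with the replicate letter as a block within each photoperiod and time point 1.24e-04. Without the sample of L92 at T5 that has no replicate letter of its own it was 0.0034. The call was lost without L92 (0.15) and without Glycine soja (0.10), and without one replicate letter the adjusted p was 0.039 to 0.77. For the interaction, few reads under LD and the scale of low values remain as explanations. Within the shift samples alone, *GmFT2a* differed among genotypes (F-test, adjusted p = 6.59e-10), where 1 of 63 samples was at or below 3 reads, and under LD it did not (adjusted p = 0.94). This difference within the shift samples does not rest on the LD values, but no alternative was run for it.

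*GmFT5a* in LD-SD at T3 was highest in L92 (27.0 ± 6.49 RPKM, 3 of 3 samples above the median of the others) and lowest in L66 (4.29 ± 1.97 RPKM, 3 of 3 samples below it). The interaction of *GmFT5a* had an adjusted p of 0.019, with a range of 0.0019 to 0.80 over its 21 alternatives, of which 12 stayed past the threshold. With voom on the recovered reads, which weighs each value by its read number, it was 0.46, and with a pseudocount of 0.1 it was 0.063. It was 0.021 with a median-of-ratios factor per library (library composition), and with the replicate letter as a block within each photoperiod and time point 0.0053. Without the sample of L92 at T5 that has no replicate letter of its own it was 0.018. The call was lost in each fit without one replicate letter (0.11 to 0.80), and without L92 (0.20), L66 (0.13), L74 (0.11) or Glycine soja (0.18). Few reads under LD and the scale of low values remain as explanations of the interaction. Within the shift samples alone, *GmFT5a* also differed among genotypes (F-test, adjusted p = 1.02e-09), with 0 of 63 samples at or below 3 reads, and under LD it differed too (adjusted p = 2.06e-04). No alternative was run for the difference within the shift samples.

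The last 3 results are a signal in transcripts the paper did not analyse, with the largest rise or fall in SD against LD at T1 by a rule set in advance. Glyma15g07691.1 was higher under SD by a log2 difference of 4.55 (31.3 ± 13.0 against 0.232 ± 0.199 RPKM), with 21 of 21 SD samples beyond every LD sample and between 3.61 and 5.12 in the genotypes. The difference in Glyma15g07691.1 was 4.64 with a median-of-ratios factor per library (library composition), and with voom on the recovered reads 6.89, within a range of 4.42 to 6.89 over 15 alternatives. Glyma01g04250.1 was lower under SD by a log2 difference of -6.09 (0.531 ± 0.378 against 156 ± 184 RPKM), with 21 of 21 SD samples beyond every LD sample and between -8.42 and -5.22 in the genotypes. The difference in Glyma01g04250.1 was -6.18 with a median-of-ratios factor per library (library composition), and with voom on the recovered reads -7.79, within a range of -7.79 to -5.70 over 15 alternatives. Glyma05g32040.1 was lower under SD by a log2 difference of -5.97 (0.394 ± 0.587 against 85.6 ± 25.6 RPKM), with 21 of 21 SD samples beyond every LD sample and between -6.68 and -5.43 in the genotypes. The difference in Glyma05g32040.1 was -6.07 with a median-of-ratios factor per library (library composition), and with voom on the recovered reads -8.20, within a range of -8.20 to -5.89 over 15 alternatives. Neither library composition nor few reads removed these differences. In LD-SD, the mean over 63 samples was 3.66, 2.99 and 0.786 RPKM for the 3 transcripts, against 0.678, 57.9 and 32.7 RPKM under LD and 11.8, 4.32 and 1.31 RPKM under SD. Photoperiod may regulate these 3 transcripts, which is a hypothesis, since it was found and tested on the same data. The paper does not report them.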

How the results depend on the processing

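The alternatives were set before the data were examined, apart from 5 chosen after seeing the data: voom on the recovered reads, the replicate letter as a block within each photoperiod and time point, the fit without replicate B of L66 at T5 under SD, the fit without the sample that has no replicate letter, and RPKM over the reads recovered on transcripts. Interaction tests also left out each genotype in turn, and apart from Glycine soja these fits were chosen after seeing the data as well. The tests of splits below were likewise chosen after the results were seen. Of 32 main results, 21 stayed on the same side under every alternative run. Of 38 results for single genes and groups, 27 did. Among the values of single genes and groups under the alternatives, 494 were unchanged, 45 were weaker, 3 stronger and 2 moved, and 0 changed direction.

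The number of transcripts differing between SD and LD was 32915 to 34123 at T1, 33086 to 36780 at T3 and 26489 to 31650 at T5 across the fits that each left out one replicate letter. At T3, 31.8% of the transcripts called were higher under SD, and at T5 63.4%. With a median-of-ratios factor per library, these were 49.4% and 49.4%, but such a factor centres the differences, so a near-even share is fixed in advance and the uneven shares cannot be told apart from library composition. With quantile normalization they were 37.7% and 54.8%. The median log2 difference over all transcripts at T3 was -0.10, and the differences at T3 are to be read against it. All 24 *GmCOL*s tested differed in pattern between SD and LD under each alternative, apart from a minimum mean of 1 RPKM, where 22 were tested and 22 differed. Of 100 splits, 1 gave as many transcripts at T1, at T3 and at T5, as many *GmCOL*s with different patterns and with different levels, and as many *GmFT2a* and *GmFT5a* contrasts of SD against LD, in each case the real one. For SD minus LD of *GmCOL1a*, *GmCOL1b*, *GmCOL3b* and *GmCOL5a*, 3 of 100 splits gave as many genes. For the *GmCOL*s rhythmic under SD, the *GmCOL*s rhythmic under LD and *GmFT2a* and *GmFT5a* over time points under SD, 1 of 100 splits did, the real one.

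The differences among genotypes depended most on the setting. Under SD, the 2 *GmCOL*s became 1 with a pseudocount of 0.1, 1 with a mean RPKM of at least 1, 1 with the sum of all transcripts of the locus, 1 with voom on the recovered reads and 0 without Glycine soja (0 at an unadjusted p below 0.05). Across the fits without one replicate letter the number went from 0 to 1 (2 at an unadjusted p below 0.05 where it was 0). Under LD, 9 *GmCOL*s became 1 without Glycine soja and 1 to 4 without one replicate letter, and in the shift experiment 9 became 1 and 2 to 7. The transcripts varying among genotypes became 1043 under SD, 791 under LD and 1498 in the shift experiment without Glycine soja, and 4034 to 6097, 3955 to 6809 and 6127 to 11226 without one replicate letter. Replicate B of L66 at T5 under SD had the lowest mean correlation with its own group among the samples (0.818). Its chi-square per degree of freedom against the other replicates was 38.5 and 39.8, where the median over pairs was 7.35. It was kept in the main fits. Without this sample alone, 9425, 11169 and 16520 transcripts varied, and 10 *GmCOL*s in the shift experiment. The cause was not tested for the replicates left out. Of 100 splits, 1 gave as many *GmCOL*s varying among genotypes under SD, under LD and in the shift experiment, and as many transcripts in each, always the real one.

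Replicate letters of SD and LD samples of the same genotype and time point did not pair the samples (correlation of deviations 0.03), and with the letter as a replicate block across photoperiods the counts were 38006 transcripts at T1, 39341 at T3 and 34337 at T5. With this block, 3 *GmCOL*s varied among genotypes under SD, 11 under LD and 8 in the shift experiment, 80 contrasts of LD-SD minus LD were higher and 3 of 4 contrasts of L66 passed. With the letter as a block within each photoperiod and time point, 6 *GmCOL*s varied under SD and 15 under LD, and 13884 and 16013 transcripts. The number under SD thus depends on whether the letter is treated as a batch. The number of *GmCOL*s passing was not tested for a difference between photoperiods.

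Of the 4 contrasts of L66 with the other genotypes, 2 passed, and 1 with a pseudocount of 0.1, 1 with voom on the recovered reads and 0 in each fit without one replicate letter (2 to 3 of the 4 at an unadjusted p below 0.05). The cause was not tested. The log2 difference of *GmGIa* under SD was -1.03 to -0.99 in the fits without one replicate letter. Of 100 splits, 1 gave as many contrasts, the real one. The contrasts of LD-SD minus LD called higher, 61, became 40 to 44 without one replicate letter; the cause was not tested. Of 100 splits, 1 gave as many called higher and 1 as many called lower, the real one each time. The mean of *GmCOL5a* at T1 under SD, 147 RPKM, was 321 RPKM as the sum of all transcripts of the locus. The number of homeologous pairs that clustered as sisters was 7, and 4 with Euclidean distance, which follows the level of a gene as well as its pattern; the cause was not tested. The genotype read from other transcripts was that of the label in 48 of 63 shift samples, in 25 with 50 transcripts and in 58 with 1000. Of the SD and LD samples, 3 in each of 42 groups and each read with itself left out, 78, 32 and 114 matched, so fewer transcripts also read the known samples less well. Depth limits the faint genes: *GmCOL10a* and *GmCOL10b* could not be tested in the main setting, and *GmCOL2a*, *GmCOL2b*, E1 and, under LD, *GmFT2a* and *GmFT5a* rest on few reads. With the sum of all transcripts of the locus, *GmCOL10b* was tested and *GmCOL10a* was not.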

Differences from the paper's values

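Reads per sample ranged from 5.59 M to 20.9 M, against the paper's 9.5 M to 12.3 M, and 84 of 189 samples lay within the paper's range. No alternative applies to these numbers. The paper also states reads per lane and samples per lane. It does not say whether its range per sample is that of single samples or a mean per lane. The ranges may thus not be comparable. The mean of *GmCOL5a* at T1 under SD was 147 RPKM, where the paper states that it exceeded 250 RPKM. Of the alternatives set before the data were examined, the sum of all transcripts of the locus gave 321 RPKM, which lies above the paper's bound. The median of the replicates (147 RPKM), a median-of-ratios factor per library (159.9 RPKM) and the means without one replicate letter (145 to 150.4 RPKM) did not reach it.

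In the shift panels of Figure 2, *GmCOL1b* is at about 620 RPKM in Clark at T3 (Figure 2, read by eye) against 25.9 RPKM here, and at about 620 RPKM in Williams 82 at T5 (Figure 2, read by eye) against 17.7 RPKM. *GmCOL5a* is at about 98 RPKM in Clark at T3 (Figure 2, read by eye) against 16.7 RPKM, and at about 15 RPKM in L66 at T1 (Figure 2, read by eye) against 85.3 RPKM. *GmCOL7a* is at about 3 RPKM in Clark at T5 (Figure 2, read by eye) against 58.2 RPKM, at about 59 RPKM in L92 at T1 (Figure 2, read by eye) against 2.66 RPKM and at about 59 RPKM in Glycine soja at T1 (Figure 2, read by eye) against 5.78 RPKM. Under LD in Clark at T5, *GmCOL1a* is at about 240 RPKM (Figure 2, read by eye) against 93.5 RPKM, and *GmCOL4a* at about 160 RPKM (Figure 2, read by eye) against 25.3 RPKM. None of the alternatives set before the data were examined closed any of these 9 gaps.

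The paper names *GmCOL1b* as the gene with the strongest reduction under LD at T1, while the ratio of SD to LD was 6.78 for *GmCOL5a* and 5.16 for *GmCOL1b*. Only Glycine soja, with 7.33, had a ratio of *GmCOL1b* above the bound that the paper gives. The names of *GmCOL1a* and *GmCOL1b* may be exchanged in the LD panel of Figure 2, as described below. At T1 under LD, *GmCOL1a* had 61.9 RPKM and *GmCOL1b* 130.5 RPKM. Such an exchange would make the reduction of *GmCOL1b* look larger, and may account for the paper's statement. The ratio of *GmCOL3b* lay below the paper's bound in Williams 82 (1.69) and in L92 (1.92). The paper ranks *GmCOL1a* and *GmCOL1b* highest among *GmCOL*s, while *GmCOL3b* (319.9 RPKM) was above *GmCOL1a* (284 RPKM) at T1 under SD. *GmCOL2b* exceeded the bound given for it in L92 at T3 under LD (2.72 RPKM), and *GmCOL2a* did so only in the means without replicate B (2.08 RPKM). From the RNA sequencing data, the paper finds no significant variation among genotypes at these time points under SD and LD, while 2 *GmCOL*s passed the test under SD and 9 under LD. The fit under SD that called 0 *GmCOL*s, as the paper does, was that without Glycine soja and that without replicate B.

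The paper has *GmCOL1a*, *GmCOL1b* and *GmCOL3b* elevated by the shift at every time point in Clark and Williams 82, while all 3 genes were lower in LD-SD at T5 in both. It names *GmCOL7a*, *GmCOL7b* and many Clade III genes as elevated at T3 in L74, and at every time point in L92 and Glycine soja. For L74 it gives T3 the clock time of T5, so the time point meant is unclear. Compared among genotypes, L74 was highest at T3 for *GmCOL7a* and *GmCOL7b*, but for 0 of the 10 Clade III genes tested. Of these 12 genes, 0, 0 and 0 were highest in L92 at T1, T3 and T5, while 8, 6 and 7 were highest in Glycine soja, the direction the paper reports. Under LD, 3, 4 and 9 were highest in Glycine soja, so its rank was partly present without the shift. Against LD in L74 at T3, 8 of 12 contrasts of LD-SD were lower and 0 were higher. At T5 in L74, 0 of 12 were lower and 1 was higher. In L92, 0 of 36 contrasts over the 3 time points were higher, and in Glycine soja 6 of 12 were higher at T1, 0 at T3 and 1 at T5. The paper joins the *GmCOL11* pair in its clustering, while *GmCOL11a* and *GmCOL11b* were not sisters under any distance or linkage tried. The paper reports low *GmFT2a* in L66, while at T3 under SD it was 30.3 RPKM against 34.9 RPKM in the other genotypes. In LD-SD at T3 it was lower in L66, the direction the paper reports, with 1.85 against 7.93 RPKM (exact permutation test, p = 0.021). The paper has *GmFT5a* and *GmFT2a* undetected under LD, while *GmFT5a* had up to 40 reads in a sample.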

Other observations

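Apart from the reading of time of day and genotype in the shift samples, whose expectation was written down first, the tests in this part were chosen only after the result was seen. Figure 2 draws the shift values of a genotype nearly flat over the time points, unlike the deposited values, and a possible explanation is that time labels of the shift samples were exchanged. The time of day, read from 200 transcripts outside the paper's genes with the SD samples as reference, was that of the label in 62 of 63 shift samples. The genotype, read from 200 transcripts with the SD and LD samples as reference, was that of the label in 48 of 63, and in 58 with 1000 transcripts. This reading is less certain, since only 78 of the reference samples, 3 in each of 42 groups, matched their own genotype when left out of the reference (114 with 1000 transcripts). Under the exchanged order, 26 times of day and 7 genotypes would match, so the sample labels are not exchanged in this way. Readings by eye of the shift panels were near the deposited mean of the group drawn there in 26 of 49 cases, and in 49 of 49 near the mean that follows if the 21 group means are in order of time point, then genotype, but drawn at places in order of genotype, then time point. Readings of *GmGIa* at T3 in Figure S2 were near their own group mean in 7 of 7, so deposited values of the shift samples other than those behind the figures are not needed to explain it. The shift panels of Figure 2 may thus show the group means in another order than their axis labels.

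Figure 2 also draws *GmCOL1a* above *GmCOL1b* under LD, unlike the deposited values and Figure 4. Of 35 readings of the LD panel of Clade I, 5 were near their own gene and 33 near the gene that follows if the names of the series are exchanged, which is consistent with exchanged names in this panel. No biological explanation was tested for either panel, since the same samples underlie both figures.

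The sample of L92 at T5 in the shift experiment that has no replicate letter of its own lay far from its group. It had 181 RPKM of *GmCOL1b*, 0.714 RPKM of *GmCOL7a*, 49.8 RPKM of *GmGIa*, 11.6 RPKM of *GmFT2a* and 20.8 RPKM of *GmFT5a*. Its correlation with the mean of the shift samples over 200 transcripts was 0.818 for T1, 0.620 for T3 and 0.406 for T5, while the other 62 samples had 0.810 or more with their own time point (median 0.978). A mixture of the T1 and T3 means, with 65% of T1, reached 0.909, and the LD mean of T1 0.895. A mislabelled shift sample of T1 is not the explanation, since the highest *GmGIa* among the LD-SD samples of T1 was 2.00 RPKM and the lowest *GmCOL1b* 423 RPKM, nor is a shift sample of T3, where the highest *GmCOL1b* was 57.2 RPKM. A sample of T1 under LD, where *GmCOL1b* and *GmGIa* reach similar values, is not the explanation either, since the highest *GmFT2a* there was 0.435 RPKM and the highest *GmFT5a* 1.94 RPKM. A mixture of RNA and a time of day between T1 and T3 could not be told apart. Its depth of 7.87 M mapped reads lay within the range of the other samples, so low depth is not an explanation.

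Transcripts that mark a genotype were chosen on the SD samples alone, by a gap of more than 0.3 on the log2 scale between all samples of the genotype and all samples of the others. This gave 47 markers for Williams 82, 5 for L74 and 322 for Glycine soja. Of the samples under LD and in the shift experiment, 6 went against their label. Replicate A of Williams 82 at T1 under LD had 0 of 47 Williams 82 markers, and replicate A of L65 at T1 under LD had 46 of 47, so their labels may be exchanged. In the shift experiment, L74 had 0 of 5 markers in replicate B at T3 and in replicates B and C at T5, and L66 replicate B at T5 had 5 of 5 L74 markers, so a wrong genotype label is possible there. The genotype read from 200 transcripts was also another for all 4 samples, L92 for the 3 of L74 and L74 for that of L66, but 5 markers and a reading of this certainty cannot decide it. Markers moving with photoperiod or time point are not the explanation for Williams 82, whose other 17 samples kept at least 37 of 47, against at most 2 in 107 samples of other genotypes. The other 15 samples of L74 kept at least 4 of its 5 markers, against at most 1 in 107 samples of other genotypes. Such a movement was thus not seen for L74 either. With a gap that defines a marker of 0.1 or of 0.5, the number of samples against their label was again 6. No sample was relabelled or left out for this.

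Without Glycine soja, fewer transcripts varied among the genotypes under SD: 1043 in the fit without it and 8897 in the fit with it. Of the 322 markers of Glycine soja, 221 were lower in it and 101 higher. The median share of mapped reads was 86.7% in Glycine soja and 88.2% in Clark. Sequence variants against the Williams 82 reference could lower mapped reads in Glycine soja, and cannot be told apart from differences in expression here.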
